# Minocycline Reduces Hypothalamic Microglia Activation and Improves Metabolic Dysfunction in High Fat Diet-Induced Obese Mice

**DOI:** 10.3389/fphys.2022.933706

**Published:** 2022-06-16

**Authors:** Caitlin R. Coker, Melissa White, Aneesh Singal, Sarah S. Bingaman, Anirban Paul, Amy C. Arnold, Yuval Silberman

**Keywords:** insulin, glucose, neuroimmune, RNAseq, paraventricular nucleus

## Abstract

Obesity is associated with insulin resistance, glucose intolerance, inflammation, and altered neuronal activity in brain regions controlling metabolic functions including food intake, energy expenditure, and glucose homeostasis, such as the hypothalamus. In this study, we tested the hypothesis that inhibiting inflammation with minocycline could reduce adverse metabolic consequences associated with high-fat diet (HFD)-induced obesity in mice and sought to determine if metabolic improvements were associated with reduced hypothalamic microglia activity. Male C57Bl/6J mice were placed on 60% HFD for 12 weeks, with minocycline (40 mg/kg, p.o.) or normal tap water given during the last 6 weeks of diet. Age-matched mice maintained on control diet were used as an additional comparator group. Metabolic function was assessed during the last week of treatment. Ramified (resting) and non-ramified (active) microglia were quantified in the hypothalamus following immunohistochemical staining of ionized calcium-binding adaptor 1 (Iba-1) and further assessed by RNAseq. In HFD fed mice, minocycline attenuated body mass and adiposity without altering food intake suggesting enhanced energy expenditure. Minocycline also attenuated hyperinsulinemia and improved insulin sensitivity in HFD mice. Increased microglial activation and autophagy gene network changes were observed in the paraventricular nucleus (PVN) of the hypothalamus of HFD mice, which was prevented by minocycline treatment. Contrary to PVN findings, there were no significant effects of either HFD or minocycline on microglia activation in the hypothalamic arcuate nucleus or central amygdala. Together, these findings suggest that minocycline improves HFD-induced weight gain and insulin resistance in part by reducing inflammatory processes in the PVN, a key hypothalamic region regulating metabolic function.

## Introduction

Obesity currently affects more than one-third of the United States population and is a leading risk factor for the development of type II diabetes and cardiovascular disease. While it is well known that obesity can lead to the development of insulin resistance and hyperglycemia, the precise link between obesity and dysregulated glucose homeostasis has yet to be fully determined. Obesity is associated with chronic low-grade inflammation within peripheral tissues, with adipose tissue being the most sensitive to obesity-induced inflammation (Lee and Lee, 2014). In particular, pro-inflammatory cytokines can reduce transcription of insulin signaling pathway components, such as insulin receptor substrate-1 (IRS-1) and glucose transporter 4 (Glut4) in adipocytes. This serves as a potential mechanism by which obesity, via pro-inflammatory cytokine upregulation, can reduce insulin sensitivity and glucose uptake in peripheral tissues such as adipose.

In addition to the periphery, obesity induces inflammation centrally in many brain regions in both humans and animal models, with recent reports indicating increased activation of hypothalamic microglia cells, the resident immune surveillance cells in the central nervous system, as being a critical target of obesity-related inflammation (Valdearcos et al., 2015). The hypothalamus contains numerous sub-regions involved in the control of energy balance, food intake, and insulin sensitivity, of which the arcuate (ARC) and paraventricular (PVN) nuclei have been most predominantly studied. Studies in the ARC have shown that microglia activation is critical for altering energy balance and inducing weight gain during long-term high-fat diet (HFD) exposure in mice, leading to enhanced susceptibility to obesity (Valdearcos et al., 2017). Recent studies have also shown that HFD exposure increases microglia activity in the PVN, and activity of inflammatory processes in this brain region is associated with alterations in adiposity, energy balance, and glucose homeostasis (de Kloet et al., 2014; Douglass et al., 2017). Together, the above-mentioned literature indicates that both peripheral and central inflammatory signaling is of critical importance in obesity-related metabolic derangements including development of insulin resistance and energy imbalance.

A previous study showed that pharmacological microglial inhibition, with the CSF1R inhibitor PLX5622, decreases HFD intake, body weight, and microgliosis (Valdearcos et al., 2017). This paper also showed that genetic modulation of microglial proinflammatory signaling altered glucose tolerance, with no assessment of insulin sensitivity, in lean mice. To our knowledge, no studies have examined if pharmacologic inhibition of microglial activation with minocycline can reduce neuroinflammation as well as improve insulin and glucose homeostasis in mouse models of diet-induced obesity. Since microglia are thought to be the primary regulators of innate immune capacity, especially centrally (DiSabato et al., 2016), we sought to test the hypothesis that microglia inhibition could improve glucose homeostasis and energy balance in diet-induced obesity. To test this, we utilized minocycline, a tetracycline antibiotic that is able to cross the blood brain barrier and demonstrates anti-inflammatory capabilities via microglial inhibition, as a tool to dissect the contribution of inflammation to disturbances in glucose homeostasis and energy balance in HFD-induced obese mice.

## Materials and Methods

### Approvals

The Institutional Animal Care and Use Committee at the Pennsylvania State University College of Medicine approved all procedures. Macroenvironmental conditions and procedures were in compliance with the NIH Guide for the Care and Use of Laboratory Animals.

### General Protocol

Male 5-week-old C57BL/6J mice (Jackson Laboratory; Bar Harbor, ME) were group housed on a 12:12 h light cycle with controlled humidity and temperature maintained at approximately 23°C. Mice were weight-matched and placed on 60% HFD (60% calories from fat, 26% calories from carbohydrates, 14% calories from protein; Bioserv F3282; Flemington, NJ) ad libitum. After 6 weeks on control or HFD, mice were acclimated to individual cages, maintained on their assigned *ad libitum* diet, and given tap water or water treated with minocycline (40 mg/kg/day) for 6 weeks. Water bottles were changed twice per week. While minocycline does effectively cross the blood-brain barrier, most animal and human studies employ a systemic route of administration. We chose to give minocycline in the drinking water as it more closely mimics oral ingestion in humans, which is the most common route of administration clinically. Body mass was measured weekly. During the last week of treatment, body composition was measured, and insulin and glucose tolerance tests were performed while continuing respective diet and drug treatments. Water and food intake were also measured during this period and reported as a 24-h average intake at the end of treatment. An additional cohort of mice were age and weight matched at the start of study and maintained on a control diet (16% calories from fat, 63% calories from carbohydrates, 21% calories from protein; Bioserv F4031; Flemington, NJ) to serve as a comparator group to assess the impact of HFD on metabolic and inflammatory outcomes.

### Body Composition

Nuclear magnetic resonance imaging was used to measure fat, lean, and fluid masses in conscious mice (Bruker LF110 Minispec; Billerica, MA), with values reported as percentages of total body mass.

### Insulin and Glucose Tolerance Tests (ITT and GTT)

As recently published by our group (White et al., 2019; Coker et al., 2020), for ITT, mice were fasted 4 h and then injected intraperitoneally with insulin (0.75 units/kg of regular U-100 insulin in 1x PBS; Novolin; Plainsboro, NJ). A tail vein blood sample was taken at baseline (immediately before injection) and at 15, 30, 60, 90, and 120 min post-insulin injection to measure blood glucose with a glucometer (Prodigy AutoCode; Charlotte, NC). An additional blood sample was taken at baseline with a micro-hematocrit capillary tube (FisherBrand; Waltham, MA, United States) for measurement of plasma insulin concentration. For GTT, mice were fasted overnight and then injected intraperitoneally with dextrose (2 g/kg of 50% dextrose; Hospira, Inc.; Lake Forest, IL, United States). Blood glucose was measured at baseline (immediately before injection) and at 15, 30, 60, 90, and 120 min post-dextrose injection. Plasma insulin concentration was determined at baseline and at 15 and 120 min post-injection. At least 2 days were allowed for recovery between ITT and GTT procedures. Plasma insulin concentration was measured using a mouse ultrasensitive insulin ELISA (Alpco; Salem, NH).

### Euthanasia and Tissue Collection

At the end of studies, a subset of mice was fasted for 4 h and then euthanized under isoflurane anesthesia (*n* = 5 Control, *n* = 5 HFD and *n* = 8 HFD+Mino). Epididymal visceral white adipose (EPF), inguinal subcutaneous white adipose (SCF), and interscapular brown adipose (BAT) tissues were collected, weighed, flash frozen, and stored at -80°C for gene expression analysis. The remaining mice (*n* = 7 Control, *n* = 4 HFD and *n* = 9 HFD+Mino) were anesthetized with isoflurane and transcardially perfused with 0.01 M phosphate-buffered saline (PBS; 15 ml) followed by 4% paraformaldehyde in PBS (20 ml). Brains were removed, post-fixed for 24 h in 4% paraformaldehyde/PBS fixative solution at 4°C, and then placed in 30% sucrose/PBS solution for an additional 48 h at 4°C. Coronal sections (40 μm) were cut with a cryostat (Microm HM550, Thermo Scientific; Waltham, MA, United States) and stored at 4°C in cryoprotectant prior to immunofluorescence staining.

### Immunofluorescence Staining

Free-floating brain slices containing ARC and PVN were washed in 0.01 M PBS (4 × 10 min), permeabilized in 0.5% Triton X-100/PBS solution (30 min), and blocked with 10% Normal Donkey Serum in a 0.1% Triton X100/PBS solution (1 h). Goat anti-Iba1 antibody (1:1000, ab5076, Lot GR254159-5, Abcam; Cambridge, MA) was added directly to the blocking solution and incubated for 72 h at 4°C. After this incubation period, sections were washed in PBS (4 × 15 min) and subsequently transferred to a 0.1% Triton X-100/PBS solution containing 10% Normal Donkey Serum and donkey anti-goat Alexa Fluor 568 fluorescent conjugated secondary antibody (1:500, Lot 1711491, Invitrogen; Eugene, OR) for 24 h at 4°C. Sections were washed in PBS (4 × 10 min), mounted onto slides with ProLong Gold Mounting media (Lot 1887458, Invitrogen; Eugene, OR, United States), and allowed to air-dry overnight. All steps were performed on a nutating mixer at room temperature unless otherwise noted.

### Imaging and Image Analysis

An Olympus IX81 scanning confocal microscope was used to capture z-stack images of stained ARC and PVN sections. ImageJ software was used to analyze stacked images. Microglia were classified into ramified (resting microglia) and non-ramified (active microglia) using previously established methods (Cerbai et al., 2012). Resting microglia were characterized by small, round cell bodies that displayed many long, thin processes. Active microglia were identified by large, darkly stained cell bodies that lacked ramification or displayed shorter, twisted processes. All Iba1-positive cells within the image frame were quantified and “percent active” indicates number of cells identified as active divided by total number of Iba1 positive cells. Images were de-identified and analyzed by two independent researchers blinded to treatment condition, with their results within 1% error, and final cell counts for each brain region averaged per mouse (at least two images per brain region per mouse).

### Gene Expression

PVN, ARC, and central amygdala were isolated via microdissection utilizing the brain punch technique and immediately frozen. Frozen tissue was homogenized in QIAzol Lysis Reagent using a TissueLyser II, with total RNA extracted using RNAeasy Lipid Tissue Mini kits and QIACube automated processing (Qiagen; Germantown, MD, United States). RNA concentration was measured with a NanoDrop spectrophotometer (ND-1000, Thermo Fisher Scientific; Waltham, MA, United States). cDNA was synthesized from total RNA using a high-capacity cDNA reverse transcription kit (ThermoFisher Scientific; Waltham, MA, United States). Quantitative real-time polymerase chain reaction (qPCR) was performed on a QuantStudio 12K Flex system (Applied Biosystems; Foster City, CA, United States) using mouse specific Taqman gene primers (ThermoFisher Scientific; Waltham, MA, United States). The primers used were: interleukin 6 (IL6; mm00446190_m1), tumor necrosis factor α (TNFα; mm00443258_m1), interleukin 1β (IL1β; mm00434228_m1), and interleukin 10 (IL10mm01288386_m1). Each sample was measured in triplicate with cycle threshold (CT) values normalized to 18S ribosomal RNA (Rn18s, mm03928990_g1). Relative gene expression was determined using the 2^–∆∆CT^ method.

### RNA Extraction for RNAseq

A small cohort of control, HFD, and HFD+Mino mice (*n* = 3 independent mice per group) underwent the same diet exposure as the mice in the above groups but did not undergo metabolic testing. At the end of study, mean body mass was not different between these mice and their respective groups in the other cohorts described above. PVN tissue punches were then utilized for RNAseq. Approximately 30–60 mg of tissue sample was transferred to a safe-lock microcentrifuge tube (Eppendorf). A mass of stainless-steel beads (Next Advance, cat# SSB14B) equal to the mass of the tissue was added to the tube. Two volumes of TRI Reagent^®^ (Zymo Research) were added to the tube and samples were immediately mixed in a bead mill homogenizer (Bullet Blender, Next Advance) for 1 min at a speed of ten. Samples were visually inspected to confirm desired homogenization and then incubated at 37°C for 5 min. The TRI Reagent^®^ was added up to 0.6 ml, and samples were mixed in the Bullet Blender for 1 min. Total RNA was extracted using Direct-zol™ RNA Miniprep Kit (Zymo Research). Optical density values of extracted RNA were measured using NanoDrop (Thermo Scientific) to confirm an A260:A280 ratio above 1.9. RNA integration number (RIN) was measured using BioAnalyzer (Agilent Technologies) RNA 6000 Nano Kit.

### Library Preparation and Sequencing for Bulk mRNA

The cDNA libraries were prepared using the SMARTer Ultra Low Input RNA Kit for Sequencing—v4 (TAKARA Bio) and Nextera XT DNA Library Prep Kit (Illumina) as per manufacturer’s instructions. The unique barcode sequences were incorporated in the adaptors for multiplexed high-throughput sequencing. The final product was assessed for its size distribution and concentration using BioAnalyzer High Sensitivity DNA Kit (Agilent Technologies). The libraries were pooled and diluted to 3 nM using 10 mM Tris-HCl, pH 8.5 and then denatured using the Illumina protocol. The denatured libraries were loaded onto an S1 flow cell on an Illumina NovaSeq 6000 (Illumina) and run for 2 × 50 cycles according to the manufacturer’s instructions. De-multiplexed sequencing reads were generated using Illumina bcl2fastq (released version 2.18.0.12) allowing no mismatches in the index read.

### RNA Sequencing (RNASeq) Data Analysis

The samples from Control, HFD, and HFD+Mino groups (*n* = 3 independent mice per group) were assessed in triplicate. RNA sequence reads were aligned to the mouse genome, mm 10, using HISAT2 (Kim et al., 2019); mapped reads were assigned to genomic features using featureCounts (Liao et al., 2014), and differential expression analysis of RNA-Seq expression profiles were conducted using edgeR (Robinson et al., 2009; McCarthy et al., 2012). Boxplot and heatmaps were plotted using R-packages easyGgplot2 and gplots. Pathway analysis was conducted using WebGestalt tool (Liao et al., 2019) and KEGG pathway database. Figures were made using Adobe Illustrator.

### Statistical Analysis

Data were analyzed and graphed using GraphPad Prism (GraphPad Software, versions 8 and 9; San Diego, CA, United States) and Microsoft Excel 365 (Microsoft Corporation; Redmond, WA, United States). Metabolic data were analyzed using one-way ANOVA with Tukey’s post-hoc analysis. Analysis of covariance (ANCOVA) was used to determine the influence of body mass on food and water intake among groups. Data are represented as mean ± standard error of the mean (SEM). Significance was determined at the *p* < 0.05 level for all analyses.

## Results

### Minocycline Attenuates Weight Gain and Body Composition Changes Under High Fat Diet Conditions

As expected, HFD mice exhibited increased body mass throughout the study compared to control diet mice. Although body mass was not different between HFD and HFD+Mino mice at 6 weeks of study prior to minocycline treatment, weight gain was attenuated in HFD+Mino mice following initiation of minocycline treatment (Figure 1A). At the end of treatment, body mass was significantly higher in HFD (47.7 ± 1.0 g) compared to Control (29.8 ± 0.6 g) and HFD+Mino (41.8 ± 1.2 g) groups (F_(2,35)_ = 61.69, *p* < 0.001 one-way ANOVA; Figure 1B). The attenuated weight gain in HFD+Mino mice was associated with reduced adiposity (F_(2,35)_ = 72.72, *p* < 0.001 one-way ANOVA; Figure 1C) and fluid mass (F_(2,35)_ = 75.53, *p* < 0.001 one-way ANOVA; Figure 1E) with increased lean mass (F_(2,35)_ = 90.40, *p* < 0.001 one-way ANOVA; Figure 1D).

**FIGURE 1:**
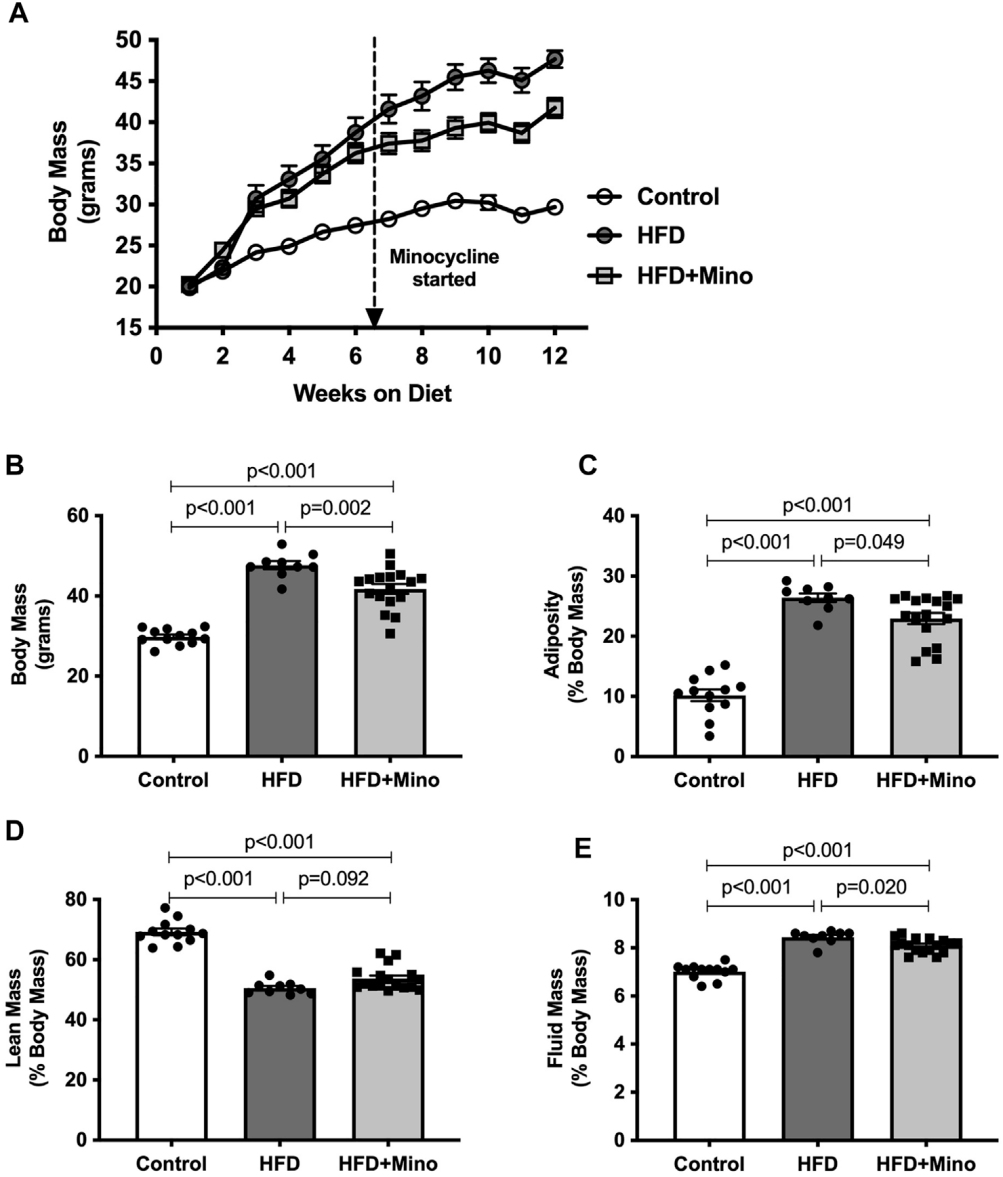
Chronic minocycline treatment significantly attenuates HFD-induced weight gain. Body mass was measured weekly and body composition at end of treatment in control diet (Control; *n* = 12), high fat diet (HFD; *n* = 9), and HFD mice treated with minocycline (HFD+Mino; *n* = 17). **(A,B)** Minocycline attenuated the HFD-induced increase in body mass, which was associated with a small reduction in adiposity **(C)** and fluid mass **(E)** and a trend toward an increase in lean mass **(D)**. Data were analyzed by one-way ANOVA with Tukey’s post-hoc analysis; *p* < 0.05.

### Minocycline Does Not Alter Food and Water Intake in High Fat Diet Mice

Minocycline is an antibiotic that has previously been shown to reduce food and water intake in animals due to potential effects on gastrointestinal function. To test for any possible confounding effects of minocycline on food or water intake in our study, ANCOVA was used to compare food and water intake during the last week of study, corrected for body mass. There was no significant difference in grams of food intake per day among groups (Figure 2A, *p* = 0.116). HFD mice consumed less milliliters of water per day compared to Control (Figure 2B, F_(2,35)_ = 7.89, *p* = 0.001), but water consumption was not significantly different between HFD and HFD+Mino groups.

**FIGURE 2:**
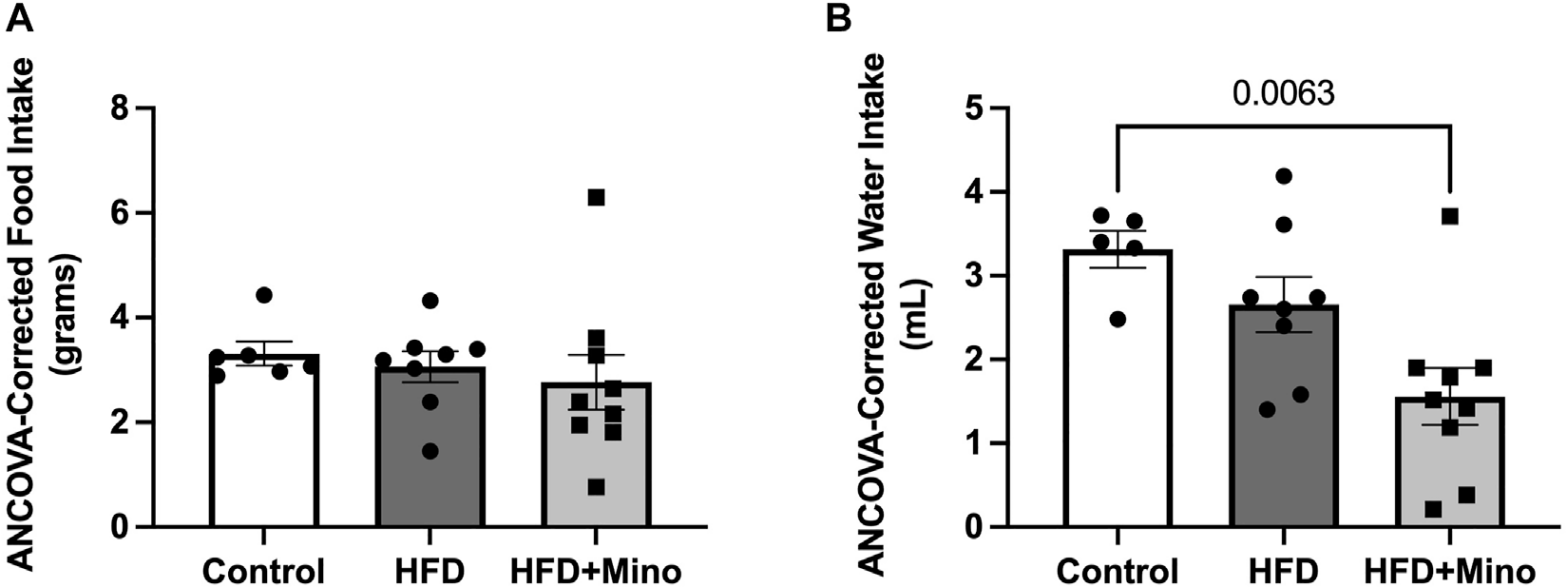
Minocycline does not alter HFD-induced changes in food and water intake. Food and water consumption were assessed over a 24-h period in a subset of control diet (Control; *n* = 6), high fat diet (HFD; *n* = 7), and HFD mice treated with minocycline (HFD+Mino; *n* = 15) during the last week of study. These measurements were corrected for body mass via analysis of covariance (ANCOVA). **(A)** Grams of food consumed did not differ among groups. **(B)** HFD and HFD+Mino groups consumed less milliliters of water compared to Control.

### Minocycline Restores Insulin Sensitivity in High Fat Diet Mice

Prior to ITT, blood samples were taken for measurement of fasting glucose and insulin levels. One-way ANOVA (F_(2,35)_ = 8.60, *p* < 0.001; Figure 3A) followed by Tukey’s post-hoc analysis indicated that 4-h fasting glucose was elevated in HFD (215 ± 11 mg/dl) and HFD+Mino (207 ± 7 mg/dl) groups compared to Control (164 ± 10 mg/dl), with no difference between HFD and HFD+Mino groups (*p* = 0.813). The hyperinsulinemia observed in HFD mice (4.2 ± 0.9 ng/ml) was attenuated with minocycline treatment (2.0 ± 0.2 ng/ml), towards levels seen in Control mice (0.8 ± 0.1 ng/ml) (one-way ANOVA, F_(2,35)_ = 14.72, *p* < 0.001; Figure 3B). Given that maintenance of glycemia with reduced insulin levels in HFD+Mino mice is suggestive of improved insulin sensitivity, we performed an ITT. The change in blood glucose levels from baseline in response to exogenous insulin administration is shown in Figure 3C. The area under the curve (AUC) for change in blood glucose levels is shown in Figure 3D, with a more negative value indicating greater insulin sensitivity. One-way ANOVA (F_(2,35)_ = 5.97, *p* = 0.006; Figure 3D) followed by Tukey’s post-hoc analysis indicated HFD mice (44 ± 1066 glucose mg/dL*min) had significantly reduced insulin sensitivity compared to Control mice (-4781 ± 914 glucose mg/dL*min), which was restored with minocycline treatment (-3,606 ± 816 glucose mg/dL*min).

**FIGURE 3:**
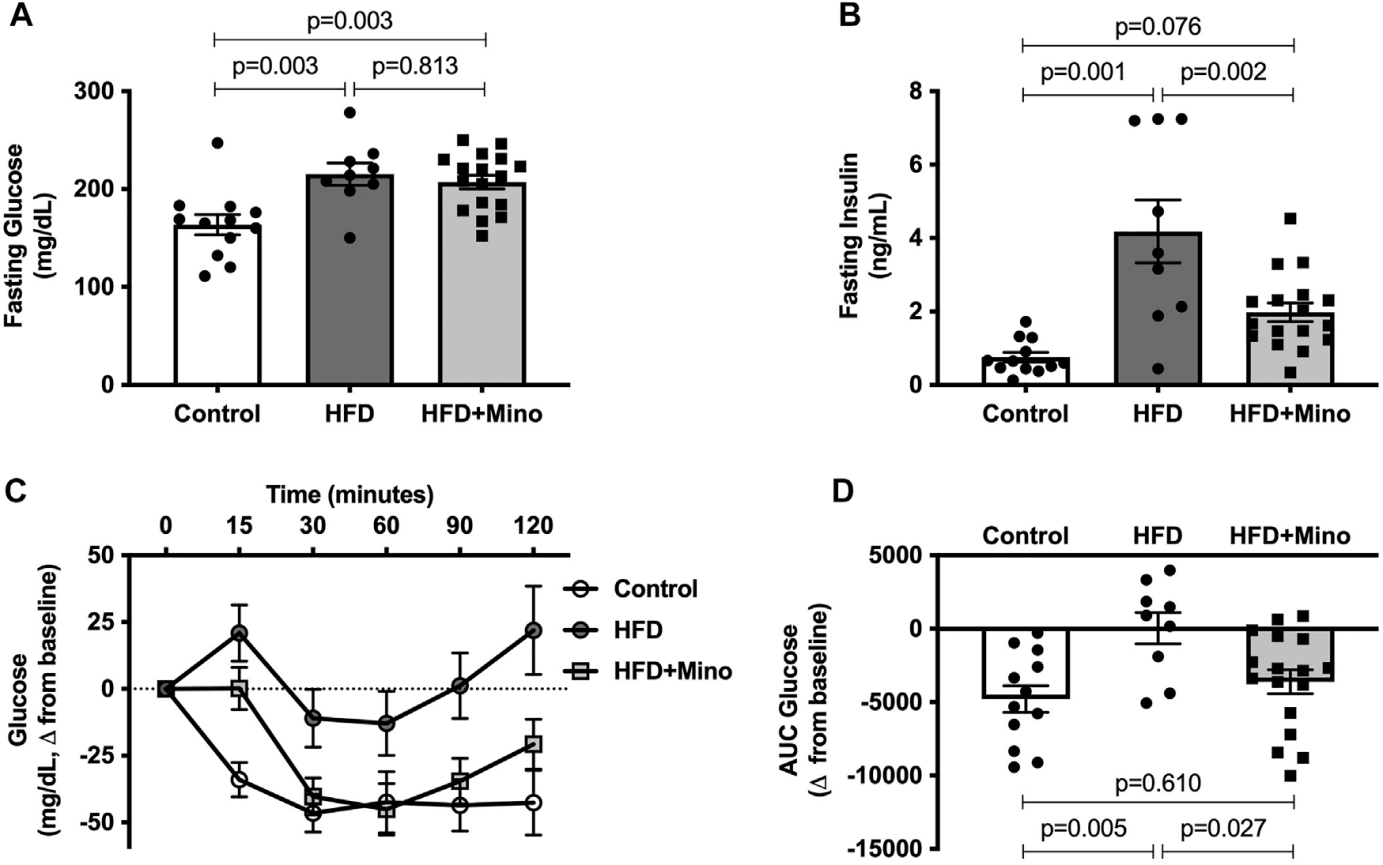
Minocycline attenuates hyperinsulinemia and improves insulin sensitivity in HFD mice. Following a 4-h fast, insulin tolerance tests were performed at end of treatment in control diet (Control; *n* = 12), high fat diet (HFD; n = 9), and HFD mice treated with minocycline (HFD+Mino; *n* = 17). **(A,B)** Minocycline reduced elevated fasting insulin levels in HFD mice, without effects on fasting glucose. **(C,D)** HFD reduced insulin sensitivity compared to Control, which was restored with minocycline treatment. Data were analyzed by one-way ANOVA with Tukey’s post-hoc analysis; *p* < 0.05.

### Minocycline did Not Alter Glucose Tolerance

The change in blood glucose levels from baseline in response to exogenous dextrose administration is shown in Figure 4A. The AUC for change in blood glucose levels is shown in Figure 4B, with a more positive value indicating glucose intolerance. One-way ANOVA (F_(2,35)_ = 14.40, *p* < 0.001; Figure 4B) followed by Tukey’s post-hoc analysis indicated glucose intolerance in HFD (41,918 ± 3,731 glucose mg/dL*min) and HFD+Mino (36,696 ± 3,012 glucose mg/dL*min) groups compared to Control (16,522 ± 3,420 glucose mg/dL*min), with no difference between HFD and HFD+Mino. Similarly, there were no differences in glucose-stimulated endogenous insulin secretion (as indicated by the AUC for fasting insulin levels over the 120-min study period) among groups (Figures 4C,D).

**FIGURE 4:**
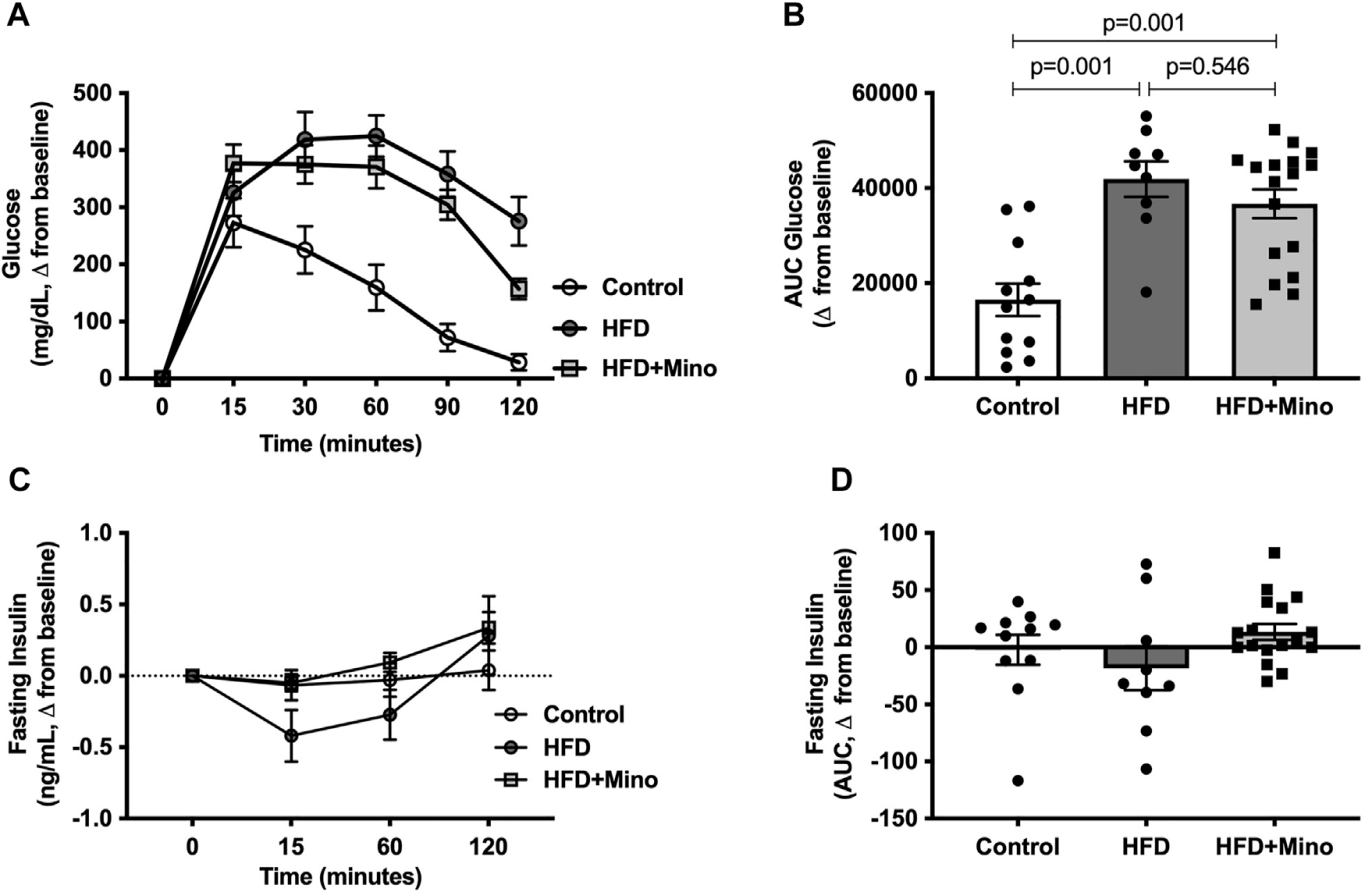
Minocycline does not improve HFD-induced glucose intolerance. Following an overnight fast, glucose tolerance tests were performed at the end of treatment in control diet (Control; *n* = 12), high fat diet (HFD; *n* = 9), and HFD mice treated with minocycline (HFD+Mino; *n* = 17). **(A,B)** HFD fed mice developed glucose intolerance, which was not corrected by minocycline treatment. **(C,D)** There was no difference in plasma insulin levels over the 120-min study period suggesting lack of effect of minocycline on glucose-stimulated endogenous insulin secretion. Data were analyzed by one-way ANOVA with Tukey’s post-hoc analysis; *p* < 0.05.

### Minocycline did Not Alter Obesity-Related Peripheral Adipose Inflammation

We next determined the effects of minocycline treatment on markers of inflammation in adipose tissue. Gene expression of pro- and anti-inflammatory cytokines was determined in visceral (EPF), subcutaneous (SCF), and brown (BAT) adipose tissues. In EPF, HFD increased mRNA of the pro-inflammatory cytokine TNFα and anti-inflammatory cytokine IL10, with an even greater upregulation observed following minocycline treatment (Figure 5A). In SCF, there were no differences in mRNA for inflammatory genes among groups (Figure 5B). In BAT, HFD increased mRNA of the pro-inflammatory cytokines IL6, TNFα, and IL1β, with no effect of minocycline on these markers (Figure 5C).

**FIGURE 5:**
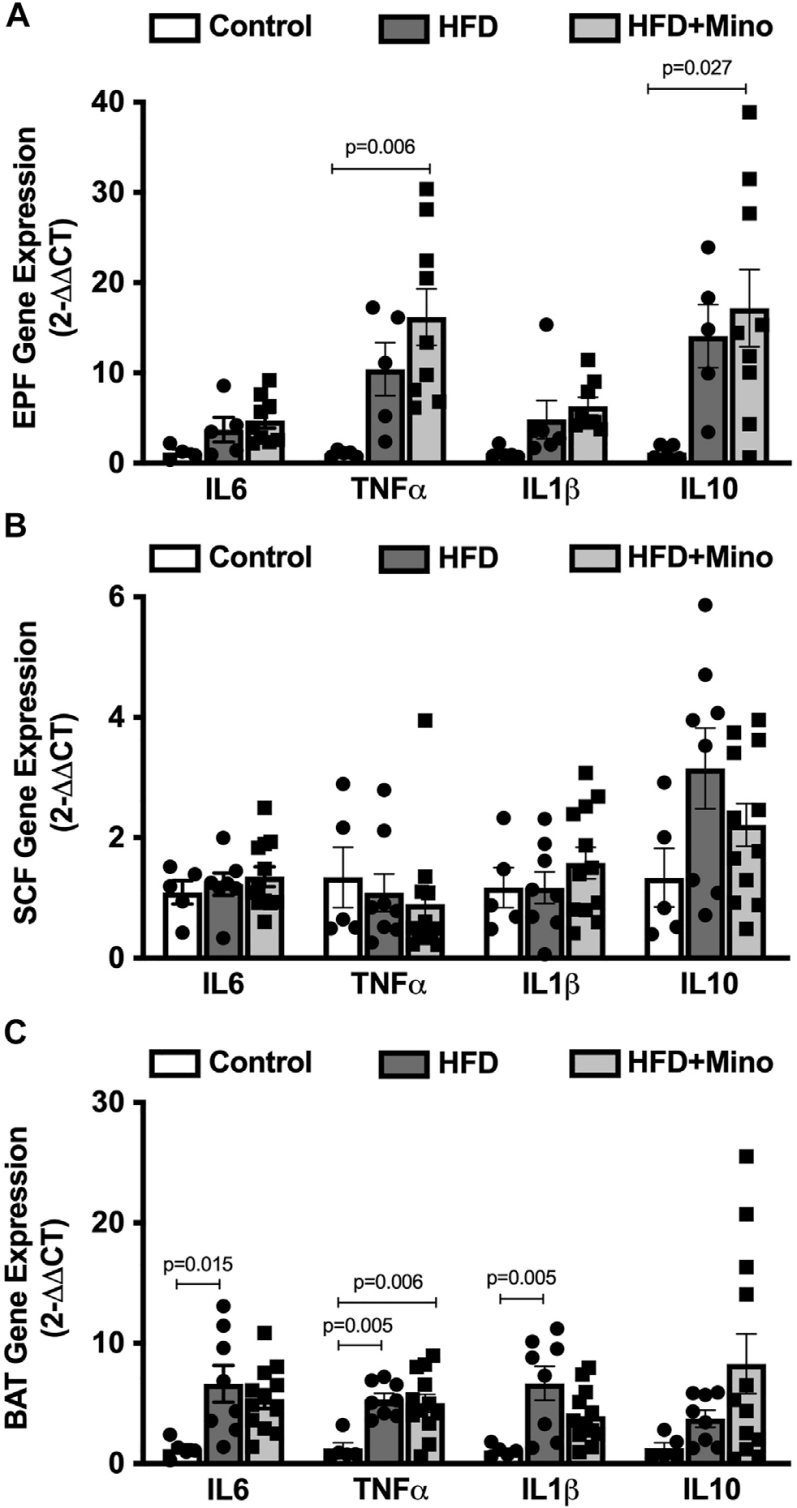
Minocycline does not alter HFD-induced adipose inflammation. Gene expression of inflammatory cytokines was determined in epididymal visceral white adipose (EPF), inguinal subcutaneous white adipose (SCF), and brown adipose (BAT) tissues at the end of treatment in control diet (Control; *n* = 5), high fat diet (HFD; *n* = 5), and HFD mice treated with minocycline (HFD+Mino; *n* = 8). **(A)** HFD increased gene expression of tumor necrosis factor α (TNFα) and interleukin 10 (IL10), and minocycline further increased mRNA of these cytokine markers in EPF. **(B)** There were no differences in gene expression of inflammatory markers in SCF among groups. **(C)** Gene expression of the pro-inflammatory markers interleukin 6 (IL6), TNFα, and interleukin 1β (IL1β) was upregulated in BAT in HFD mice, with no effect of minocycline on these markers. Data were analyzed by one-way ANOVA with Tukey’s post-hoc analysis; *p* < 0.05.

### Minocycline Reduces Obesity-Related Hypothalamic Neuroinflammation

We next determined if the metabolic improvements with minocycline were associated with reduced microglia activity in the PVN or ARC. Following the last week of treatment, mice were euthanized and examined for changes in microglia morphology via immunohistochemistry using ionized calcium binding adaptor 1 (Iba-1) antibody staining as described by (Cerbai et al., 2012) (Figures 6A–D). Ramified (resting) microglia are characterized by their small, round cell bodies and many long, thin processes while non-ramified (active) microglia are characterized by their large, elongated cell bodies and few processes (Figure 6A). One-way ANOVA (F_(2,15)_ = 5.247, *p* = 0.019; Figure 6E) indicated a significant increase in the percentage of active microglia in the PVN of HFD mice (62 ± 4%), which was decreased by minocycline treatment (48 ± 3%) to levels seen in control diet mice (45 ± 4%). There was no significant effect of either HFD or minocycline on microglia activation in the ARC (Figure 6F, One-way ANOVA F_(2,16)_ = 0.645, *p* = 0.54) or in the central nucleus of the amygdala (Figure 6G, One-way ANOVA F_(2, 7)_ = 1.039, *p* = 0.40).

**FIGURE 6:**
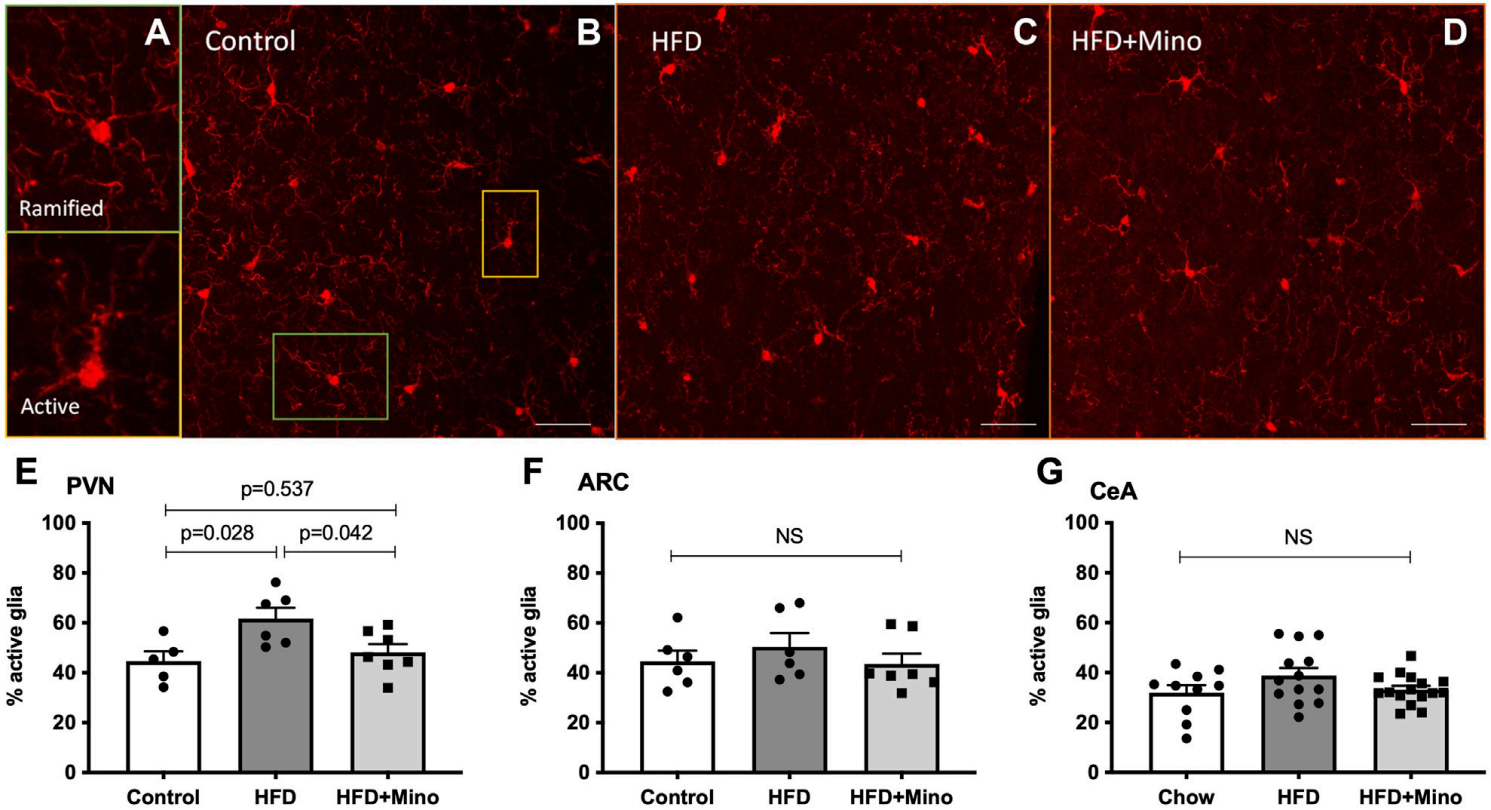
Minocycline mitigates HFD-induced increases in active microglia in the PVN. Ramified (resting) and non-ramified (active) microglia were quantified following immunohistochemical staining of Iba-1 in control diet (Control; *n* = 7), high fat diet (HFD; *n* = 4), and HFD mice treated with minocycline (HFD+Mino; n = 9). **(A)** Exemplar images of resting microglia with small, round cell body and many long, thin process (ramified) and active microglia with large, elongated cell body and few processes (non-ramified). **(B–D)** Exemplar 40x Iba-1 images from Control, HFD, and HFD+Mino groups. Scale bar = 20 μm **(E)** An increased percentage of active microglia was observed in the paraventricular nucleus (PVN) of HFD mice, which was prevented with minocycline **(F–G)** There was no significant effect of HFD or minocycline on microglia activation in the arcuate nucleus (ARC) or the central nucleus of the amygdala (CeA). Data were analyzed by one-way ANOVA with Tukey’s post-hoc analysis; *p* < 0.05.

### High Fat Diet and Minocycline Modulation of PVN Gene Networks

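Gene expression in the PVN was measured by bulk RNA sequencing of tissue punches from 9 male mice, 3 in each of the Control, HFD and HFD+Mino groups. Control mice ate chow with 16% of its calories from fat and the other mice a diet with 60%, for 12 weeks. HFD+Mino mice also received minocycline, a tetracycline antibiotic that dampens inflammation, at 40 mg/kg/day for the last 6 weeks. The paper gives an age of 5 weeks at the start of the diet, and the sample labels give 35 days. The libraries were made with a kit that amplifies cDNA from very small amounts of RNA and were fragmented by a transposase. The authors aligned the reads to the mouse genome mm10 with HISAT2, assigned them to genes with featureCounts and deposited the number of reads on each of 27179 genes, listed by Entrez identifier and without normalization. Total counts per sample ran from 17728590 in HFD replicate 1 to 42326213 in Control replicate 1, with medians of 33955830 in Control, 33485024 in HFD and 34698461 in HFD+Mino. The male-specific gene Ddx3y had a mean of at least 62.9 CPM (counts scaled to a common library size) in each group, and Xist, which is expressed in females, had at most 14 counts in any sample. The paper's text names edgeR and these groups, but neither the test within edgeR nor a filter on low counts. For the values given here, counts were normalized by edgeR's TMM method, and the 17344 genes kept by edgeR's filterByExpr function, which drops genes with low counts, were tested. A single edgeR quasi-likelihood model with 1 mean per group was fitted to all 9 samples. Its 3-way test asks whether any of the 3 groups differs (2 degrees of freedom). A gene was called HFD-higher or HFD-lower when its Benjamini-Hochberg FDR in this test was under 0.01, HFD was the highest or the lowest group, and HFD lay at least 1.5-fold from the mean of the 3 groups' log2 values. In simulated counts of the same size, 200 of 17344 genes were changed and the test called 59 genes, of which 57 had been changed. It called 56% of the 100 genes changed at least 4-fold, and 0 genes in simulated counts with no change.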

Given that minocycline decreased morphologic measures of HFD-induce microglia reactivity in the PVN, we next sought to determine the molecular correlates of HFD-induced gene expression changes in this brain region. A 3-way differential gene expression analysis was conducted to identify significantly upregulated and downregulated genes upon HFD intake that were restored upon HFD+Mino treatment. 

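The groups were also compared in pairs within the same model, with the same FDR and fold thresholds (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between HFD and Control, 302 genes differed, 55 of them higher and 247 lower in HFD. Between HFD+Mino and HFD, 719 genes differed, 344 of them higher and 375 lower in HFD+Mino. Of the 302 genes, 226 were called the opposite way in HFD+Mino against HFD, 43 after a rise in HFD and 183 after a fall, and 76 were not. In 291 of the 302 genes the HFD+Mino mean lay closer to Control than to HFD. Another 493 genes differed between HFD+Mino and HFD without being called between HFD and Control. Between HFD+Mino and Control 0 genes passed the thresholds, while 3697 of the 17344 genes had an unadjusted p under 0.05. Without HFD+Mino replicate 3 this comparison gave 1120 genes. With the replicate number as a block in Control and HFD+Mino alone, an alternative chosen after seeing the data, it gave 551 genes, and 8 with the trend of each sample on gene length removed as well. The same block gave 1078 genes between HFD and Control, 4441 between HFD+Mino and HFD, and 898 called opposite ways. Among the alternatives fixed beforehand that kept all samples, DESeq2 moved the comparison of HFD with Control most, to 1198 genes, and gave 890 genes called opposite ways. Leaving out HFD replicate 1, 2 or 3 lowered the count between HFD and Control to 59, 73 and 73 genes, and leaving out Control replicate 1 or 2 lowered it to 180 and 91. It was 550 without HFD+Mino replicate 3. The count between HFD+Mino and HFD was 54, 59 and 29 without HFD replicates 1, 2 and 3, 148 without Control replicate 2, and 105, 338 and 3815 without HFD+Mino replicates 1, 2 and 3. The genes called opposite ways numbered 37, 39 and 26 without HFD replicates 1, 2 and 3, 65 without Control replicate 2 and 102 without HFD+Mino replicate 1. Both comparisons share the HFD samples, so that a chance deviation in HFD counts in each of them with opposite signs. Counts were therefore simulated 10 times for each of 3 cases. With no group changed, 0 genes were called opposite ways, and across genes the Pearson correlation between the log2 changes of the 2 comparisons had a median of −0.509. With HFD+Mino at the levels of Control, the median was 753.5 genes called opposite ways (range 719 to 785) and the correlation −0.858. This case also called more genes between HFD and Control, a median of 1171 against 302 in the data. Between HFD+Mino and HFD it called a median of 1157.5 against 719. The 753.5 and the measured 226 are therefore not directly comparable. With HFD+Mino at the levels of HFD, the medians were 0 genes called opposite ways and a correlation of −0.325. The measured correlation was −0.617. These correlations are across genes, which are not independent replicates. The called genes with the largest rise in HFD over Control were Rn45s (log2 fold change 3.36), Entrez gene 100628626 (3.14) and Rn18s (2.94), and those with the largest fall were Cebpb (−5.26), Zmynd19 (−5.01) and Dapk3 (−4.87). Rn45s and Rn18s belong to the ribosomal RNA precursor, which the genome holds in many copies, so their reads cannot be placed at a single locus. In HFD+Mino against HFD, the largest rises were those of Areg (log2 fold change 5.13, standard error 1.04), Cebpb (5.09) and Zmynd19 (4.96), and the largest falls those of Gm340 (−3.86), Klhl11 (−3.41) and Peg3 (−3.28). Areg, on chromosome 5 of GRCm38 from 91139599 to 91148432, was at 0.356 ± 0.387 CPM in HFD (SD, n = 3) and ranged from 1.80 to 18.6 CPM in HFD+Mino, with its lowest value in replicate 3.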

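In the 3-way test of 17344 genes, 159 were HFD-higher and 210 were HFD-lower, 369 in all (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The median log2 distance of HFD from the mean of the groups was 1.01 for the HFD-higher genes (quartiles 0.87 and 1.23) and −1.47 for the HFD-lower genes (quartiles −1.80 and −1.14). In 365 of the 369 genes all 3 HFD samples lay beyond all 6 other samples. Chance gives such a separation in 2.38% of genes, and 3996 of all tested genes (23.0%) showed it. The copy of Supplementary Table S1 used here lists 896 higher and 899 lower genes, of which 839 and 796 are at least 1.5-fold from the mean, and 157 of the HFD-higher and 205 of the HFD-lower genes are among these in the same direction. The counts depended on single samples. Leaving out an HFD sample left 0, 1 and 0 HFD-higher and 10, 13 and 3 HFD-lower genes for replicates 1, 2 and 3, and leaving out Control replicate 2 left 14 and 53. Without HFD+Mino replicate 1 there were 29 and 109 genes, and without HFD+Mino replicate 3 there were 1108 and 1288. Without Control replicate 3 the HFD-higher genes numbered 300. Among the alternatives fixed beforehand that kept all samples, DESeq2 with its own size factors moved the counts most, to 1135 and 1231, and all 369 genes were among them in the same direction. The replicate number as a block in Control and HFD+Mino alone, an alternative chosen after seeing the data, gave 1346 and 937, with 368 of the 369 genes among them. Among the called genes whose HFD samples lay beyond all others, the 5 farthest above the mean of the groups were Entrez gene 100628626 (log2 distance 2.01), Nos1 (1.88), Rn45s (1.82), Peg3 (1.78) and Fn3krp (1.72). The 5 farthest below were Cebpb (−3.45), Zmynd19 (−3.32), Tmem243 (−3.08), Dapk3 (−3.03) and Alyref (−2.91). Zmynd19 (Entrez gene 67187) lies on chromosome 2 of GRCm38, the assembly that mm10 names, from 24949777 to 24960870. It was at 23.3 ± 1.68 CPM in Control, 0.725 ± 0.156 in HFD and 22.5 ± 7.29 in HFD+Mino (SD, n = 3 each), with an FDR of 0.000286 in the 3-way test of edgeR's quasi-likelihood model. Alyref (Entrez gene 21681), on chromosome 11 from 120594504 to 120598399, fell from 66.8 ± 10.6 CPM in Control to 3.08 ± 0.450 in HFD and stood at 61.0 ± 6.79 in HFD+Mino (SD, n = 3 each), with an FDR of 7.03e-05 from edgeR. Both genes kept the call with each of the 9 samples left out in turn. Rn45s was at 352 ± 111 CPM in Control, 3624 ± 183 in HFD and 842 ± 466 in HFD+Mino (SD, n = 3 each). Cebpb, Tmem243 and Dapk3 lost the call without any single HFD sample, and so did Nos1, Peg3, Rn45s and Fn3krp, whose call also needed Control replicate 2. The log2 distances themselves kept their sign in all 9 fits that each left out a sample. They ran from −3.60 to −3.31 in Cebpb, −3.19 to −2.91 in Tmem243 and −3.15 to −2.79 in Dapk3. The ranges were 1.77 to 2.20 in Nos1, 1.67 to 1.98 in Peg3, 1.72 to 1.99 in Rn45s and 1.58 to 1.83 in Fn3krp. The calls of Nos1, Peg3 and Fn3krp were lost without HFD+Mino replicate 1 as well, that of Nos1 without HFD+Mino replicate 2 and that of Fn3krp without Control replicate 3. Entrez gene 100628626 lost it without HFD replicate 1 or 3, and it has no symbol in the table. Of the genes that head the sheets of Supplementary Table S1, Ddx6 (log2 distance 1.36) and Itgb8 (1.71) were HFD-higher and Dexi (−2.71) was HFD-lower, as were Rn45s, Alyref and Zmynd19 in their directions. Ddx6 and Itgb8 lost the call without any single HFD sample, and Dexi kept it with each of the 9 samples left out. The GC-richest stretch of 100 nt in the longest annotated transcript held 89% G and C in Cebpb, 88% in Zmynd19, 87% in Alyref and in Dexi, 82% in Dapk3 and 61% in Tmem243, against a median of 72% over the tested genes that were not called. The span of Tmem243, introns included, overlaps that of Dmtf1 by 116 nt. The span of Dexi overlaps that of Ciita by 858 nt, and Peg3 that of the antisense transcript Peg3os by 865 nt. Whether exons overlap there was not determined, so reads that could belong to either gene are possible but not shown. The median exon length was 7921 nt for the HFD-higher genes, 3730.5 nt for the HFD-lower genes and 4318 nt for the genes not called.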

We identified 839 upregulated and 797 downregulated transcripts that were expressed ±1.5 folds at false discovery rate (FDR) < 0.01 upon HFD diet with respect to their mean expression level across conditions (Figure 7A, Supplementary Table S1). 

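The autophagy pathway was examined with a list of 131 genes, written from general knowledge of the KEGG pathway because KEGG's own lists were not used here, of which 129 were tested. Of these, 9 were among the 369 HFD-higher and HFD-lower genes, where 2.74 would fall by chance, a ratio of 3.28 (Fisher's exact test, one-sided, p = 0.00177). The background was all 17344 tested genes. Adjusted over the list alone, 22 of the 129 genes passed the same thresholds. The list was chosen because the paper reports the pathway from these samples, so it is not independent evidence. Of the 9 genes, 6 were HFD-lower, namely Dapk3, Prkaca (log2 distance −2.28), Ppp2ca (−2.28), Lamp1 (−2.20), Hras and Ppp2cb (−1.33), and 3 were HFD-higher, Atg2b (0.95) and Pik3r3 among them. Lamp1, which encodes a lysosomal membrane protein (Entrez gene 16783), lies on chromosome 8 of GRCm38 from 13159161 to 13175338. It was at 924 ± 234 CPM in Control, 82.2 ± 20.6 in HFD and 709 ± 96.0 in HFD+Mino (SD, n = 3 each), with an FDR of 0.000499 in the 3-way test of edgeR's quasi-likelihood model. Ppp2ca (Entrez gene 19052), on chromosome 11 from 52098824 to 52122749, was at 796 ± 151, 60.9 ± 9.03 and 531 ± 141 CPM in the same groups (SD, n = 3 each), with an FDR of 0.000301 from edgeR. Ppp2ca and Ppp2cb are paralogs, and the span of Ppp2cb, introns included, overlaps that of Ubxn8 by 219 nt. The GC-richest 100 nt held 91% G and C in Ppp2cb, 87% in Lamp1, 85% in Prkaca, 84% in Ppp2ca and 81% in Atg2b. In Prkaca and Dapk3 the spread within HFD+Mino was large, with 80.7 ± 72.4 and 33.6 ± 23.8 CPM (SD, n = 3). Without HFD replicate 3, 0 of the 129 genes were called, since 3 genes were left in the whole 3-way result. The ratio without HFD replicate 1 or 2 rested on 3 genes of the list (40.9 and 29.6). It was 8.21 without Control replicate 2 and 4.96 without HFD+Mino replicate 1. It was 2.12 without HFD+Mino replicate 3, with 37 genes called. With DESeq2 it was 1.82, with 32 genes called, of which 19 were HFD-higher. With the replicate number as a block in Control and HFD+Mino alone, an alternative chosen after seeing the data, it was 2.00, with 34 genes called, of which 22 were HFD-higher. Lamp1 and Ppp2ca lost the call only without HFD replicate 3, and Atg2b kept it only without Control replicate 3 or HFD+Mino replicate 3. Prkaca and Ppp2cb lost it without Control replicate 2 or any single HFD sample, and Prkaca also without HFD+Mino replicate 1. With the trend of each sample on gene length removed, Atg2b, Pik3r3 and Ppp2cb were not called. For the 41 genes of the core autophagy machinery, a part of the list, 1 was called, a ratio of 1.15 (one-sided Fisher's exact test, p = 0.586). Random lists matched to the 129 genes on mean expression and exon length held 3.89 called genes on average, a ratio of 2.31 (permutation test, one-sided, p = 0.0162). With lists matched also on the GC-richest 100 nt, an alternative chosen after seeing the data, the ratio was 1.78 (permutation test, one-sided, p = 0.0653). These lists were matched in 5 bins per property, and those on expression and length alone in 10. A list of 41 tested genes for vasopressin-regulated water reabsorption, written in the same way, held 2 called genes, a ratio of 2.29 (one-sided Fisher's exact test, p = 0.217).

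**Figure D1:**
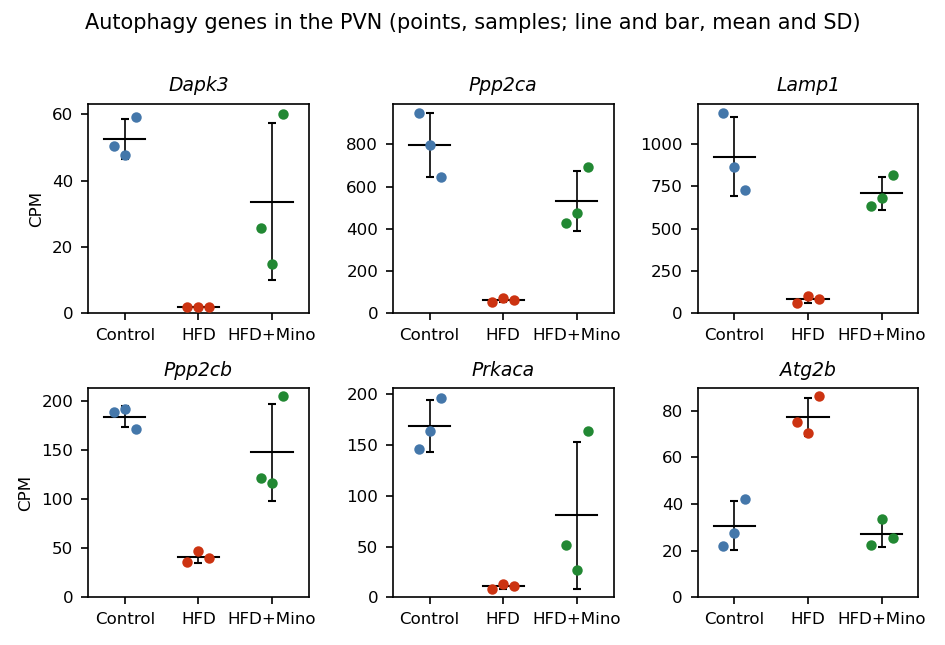
CPM of Dapk3, Ppp2ca, Lamp1, Ppp2cb, Prkaca and Atg2b in the PVN of Control, HFD and HFD+Mino mice, with a point for each of 3 mice per group and the mean and SD. In Lamp1 the HFD mean of 82.2 CPM stands below 924 in Control and 709 in HFD+Mino, and in Atg2b the HFD mean of 77.4 CPM stands above 30.7 and 27.2.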

Pathway enrichment analysis of these total 1636 up and downregulated transcripts showed the cellular autophagy pathway, critical in inflammation and microglial polarization (Levine et al., 2011; Jin et al., 2018), had the second highest enrichment ratio of 3.0 (*p* = 1.3e-8) with 31 overlapping genes (Figure 7B) and highest -Log10 FDR (Figure 7C). 

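The insulin signaling families that the paper names were examined through 20 mouse genes, all of which were tested: they include catalytic and regulatory subunits of PI3K, Pdpk1 (the kinase PDK1), Pdk1 (a pyruvate dehydrogenase kinase with the same abbreviation), Akt genes and Ras genes. At an FDR under 0.01 over all tested genes, 3 of the 20 were called in the 3-way test, where 0.426 would fall by chance (ratio 7.05, one-sided Fisher's exact test, p = 0.00832). Adjusted over the list alone, 7 were called. The paper chose these families on the same samples, so the list is not independent evidence. All 3 called genes are also among the 9 called genes of the autophagy list, so this enrichment does not add to that of autophagy. Hras (Entrez gene 15461), on chromosome 7 of GRCm38 from 141189934 to 141194019, was at 210.3 ± 18.9 CPM in Control, 26.6 ± 1.94 in HFD and 235 ± 59.0 in HFD+Mino (SD, n = 3 each), a log2 distance of −2.04 of HFD from the mean of the groups (FDR 0.000301, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pik3r3 (Entrez gene 18710), on chromosome 4 from 116221400 to 116303056, was at 29.5 ± 1.93, 45.9 ± 5.92 and 16.2 ± 4.15 CPM in the same groups (SD, n = 3 each), a log2 distance of 0.71 (FDR 0.00978, edgeR). The call of Hras was lost only without HFD replicate 3. Pik3r3 kept its call only without HFD+Mino replicate 2 or 3. Pdpk1 was 0.65 above the mean of the groups on the log2 scale (FDR 0.0119, edgeR) and Pik3r4 also 0.65 above it (FDR 0.0379, edgeR). Akt1 was at −1.28 (FDR 0.0223, edgeR) and Rras at −1.01 (FDR 0.0139, edgeR). None of these 4 passed the FDR of 0.01, and each did so with DESeq2 or with edgeR's likelihood ratio test, which called 8 genes of the list each. Akt1 was at 47.5 and 32.0 CPM in HFD+Mino replicates 1 and 2 and at 163 in replicate 3, against 163 ± 19.4 in Control and 30.5 ± 4.81 in HFD (SD, n = 3 each). Without HFD+Mino replicate 3 the number of called genes was 11, as it was with the replicate number as a block in Control and HFD+Mino alone, an alternative chosen after seeing the data. Without HFD replicate 3 it was 0, and without Control replicate 1 or 2, HFD replicate 1 or 2 or HFD+Mino replicate 1 it was 1. Adjusted over the list alone, the number was 11 without HFD+Mino replicate 3, 4 without HFD replicate 1 or 2, and 1 without HFD replicate 3. The GC-richest 100 nt held 90% G and C in Hras, 88% in Akt1 and 85% in Rras. In HFD+Mino against HFD, 5 genes of the list were called, Hras and Rras higher and 3 lower, Pik3r3 and Pdpk1 among them, with a median log2 fold change of −0.72 over the 20 genes (camera set test, adjusted p = 0.247). Akt1 had a log2 fold change of 1.41 in this comparison (standard error 0.49, FDR 0.0514, edgeR).

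**Figure D2:**
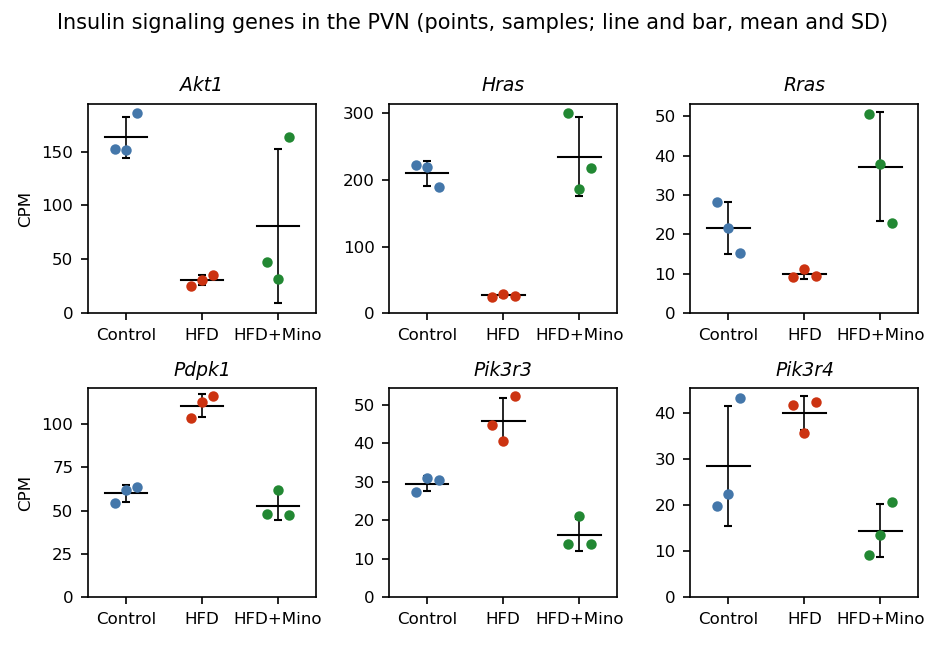
CPM of Akt1, Hras, Rras, Pdpk1, Pik3r3 and Pik3r4 in the PVN of Control, HFD and HFD+Mino mice, with a point for each of 3 mice per group and the mean and SD. The Hras mean is 26.6 CPM in HFD and 235 in HFD+Mino, and the Akt1 points of HFD+Mino are split between 163 CPM in a single mouse and 47.5 and 32.0 in the others.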

Within the autophagy pathway (Supplementary Figure S1), we noted the expression of a number of genes related to insulin signaling were shown to be disrupted by HFD including PI3K, PTEN, PDK1, AKT, and RAS (Supplementary Figure S2) were normalized by minocycline treatment.

**FIGURE 7:**
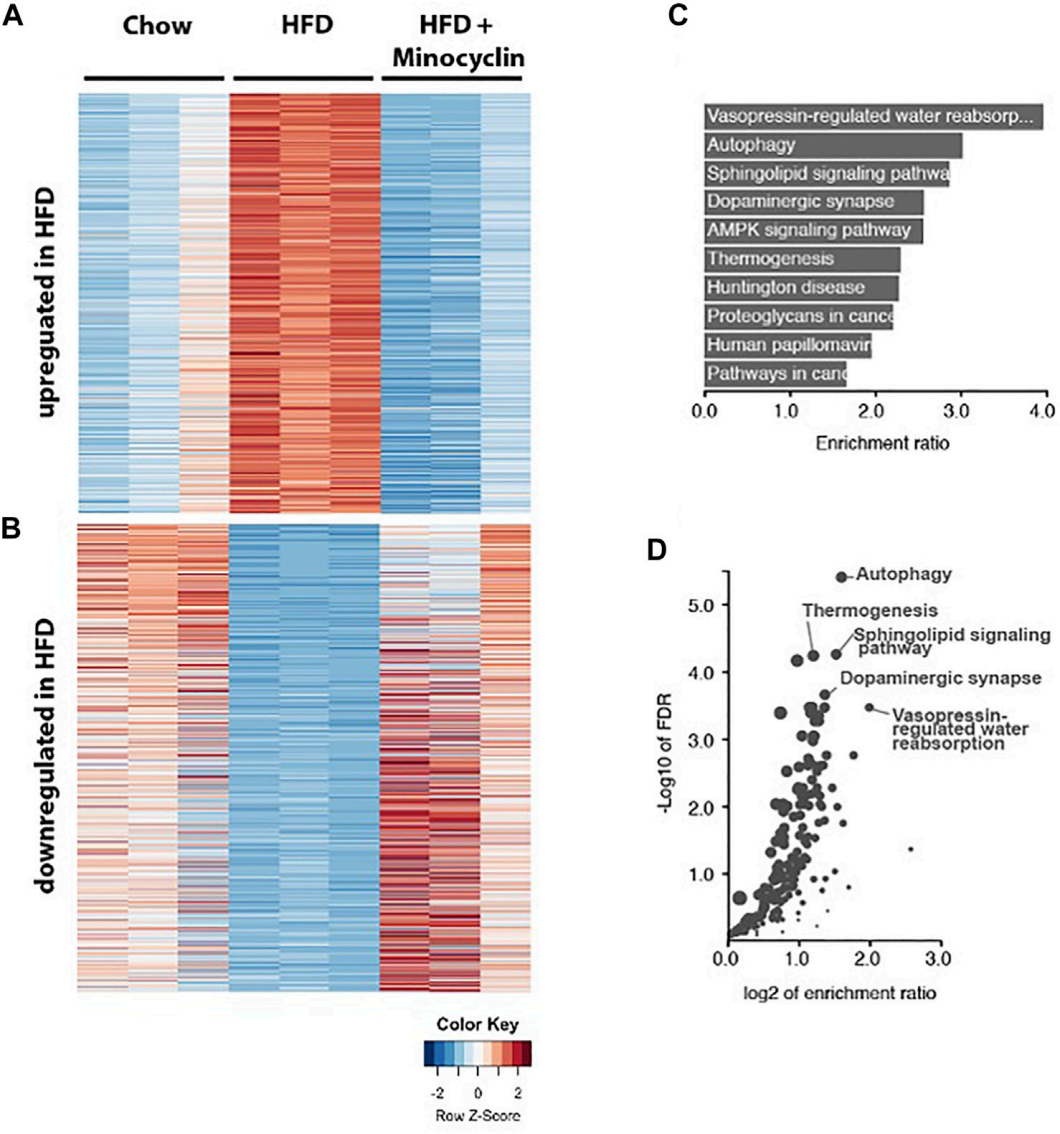
RNA sequencing of PVN identifies genes associated with HFD that are rescued by minocycline treatment. **(A,B)** Heat map showing the HFD upregulated and downregulated genes compared to control chow diet and HFD+minocycline treatment. Columns are biological replicates, rows are genes with colored scaled row z-score of log2 (cpm+1) gene expression values for each sample. **(C–D)** Pathway analysis of the HFD altered gene set in A with enrichment ratio **(C)** and FDR values **(D)** identifies autophagy as one of the highest ranked and significant pathways in the PVN.

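The same scaling was applied to the 369 genes called here, with each gene's log2 (CPM+1) values turned into z-scores over the 9 samples. Over the 159 HFD-higher genes the median z-score was 1.17, 1.21 and 1.29 in HFD replicates 1 to 3. It was −0.679, −0.527 and 0.0129 in Control replicates 1 to 3, and −0.983, −0.851 and −0.678 in HFD+Mino replicates 1 to 3. Over the 210 HFD-lower genes it was −1.39, −1.14 and −1.18 in HFD, 0.820 in Control replicate 1, 0.792 in replicate 2 and 0.740 in replicate 3, and 0.358, 0.309 and 0.746 in HFD+Mino. The sign in HFD follows from how the genes were chosen, while the order of Control and HFD+Mino does not. The median log2 fold change of HFD+Mino against Control was −0.38 in the HFD-higher genes and −0.33 in the HFD-lower genes. Of the 369 genes, 248 were also called between HFD and Control and 334 between HFD+Mino and HFD. The paper states that RNA sequencing identifies genes that are associated with HFD and rescued by minocycline.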

## Discussion

The current study aimed to examine if inhibiting inflammation with minocycline reduces the negative metabolic consequences associated with HFD consumption in mice. We further determined if these metabolic improvements were associated with altered microglia activity and gene expression in brain regions associated with regulating metabolic function. Minocycline treatment was associated with a decrease in HFD-induced weight gain, improvement in insulin sensitivity, decrease in active microglia, and restoration of alterations in autophagy-related gene networks in the PVN of the hypothalamus. These positive metabolic effects occurred independent of changes in food or water intake and peripheral adipose inflammation. Together, these findings suggest that minocycline improves HFD-induced weight gain and insulin resistance, and this may be due, at least in part, to reducing central inflammatory processes in the PVN.

Previous studies have shown that reductions in inflammation can improve HFD-induced metabolic dysfunction but few, if any, studies have utilized a widely available and FDA-approved medication in such studies, limiting clinical applications of prior research. In this study, we utilized minocycline as a tool to determine if reducing inflammation may improve metabolic disruptions following HFD exposure. Minocycline is an FDA-approved tetracyclic antibiotic with anti-inflammatory properties at the doses utilized in the current study (Sun et al., 2015). Our findings indicate that minocycline can reduce hyperinsulinemia, improve insulin sensitivity, and attenuate HFD-induced increases in body mass and adiposity without altering food or water intake. This is similar to a previous study in which rats given minocycline following HFD exposure had improvements in body fat accumulation and body weight gain, but this was due to a decrease in food intake (Vaughn et al., 2017). Despite weight loss and restoration of insulin sensitivity, mice treated with minocycline remained glucose intolerant, which can contribute to elevated blood glucose and predispose to type II diabetes. This may, in part, explain our finding that minocycline did not improve fasting hyperglycemia. While we do not know the reason that minocycline failed to improve glucose tolerance in this study, it is important to note that glucose tolerance tests encompass multiple physiological responses in addition to insulin sensitivity such as insulin secretion, glucose uptake and effectiveness, glucose absorption and counter-regulatory hormone responses. It is possible that despite correcting insulin sensitivity, minocycline did not improve these other physiological mechanisms. In addition to metabolic dysfunction, obesity is also associated with cardiovascular complications. While we did not assess cardiovascular parameters in this study, previous work has shown minocycline lowers blood pressure in rodent models of essential hypertension (Galla et al., 2018) and patients with resistant hypertension (Pepine et al., 2021). To our knowledge, the ability of minocycline to alter blood pressure in obesity-related hypertension has not been examined and will be of interest in future studies.

Our findings suggest that minocycline also reduced HFD-induced microglia activation in the PVN, without altering peripheral inflammatory markers or microglia activation in the ARC. The reduction in microglia activation also appeared to be associated with restoration of HFD-induced alteration in autophagy pathways in the PVN. 

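For the 129 tested genes of the autophagy list, the groups were compared in pairs. Between HFD and Control, 7 genes were called and all were lower in HFD. Between HFD+Mino and HFD, 16 were called, 7 higher and 9 lower in HFD+Mino. The genes called in both comparisons numbered 6, and all of them had fallen in HFD and risen in HFD+Mino. In HFD against Control, the log2 fold change was −3.49 for Lamp1 (standard error 0.29, FDR 0.000158 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), −3.71 for Ppp2ca (standard error 0.28, FDR 0.000113, edgeR) and 1.34 for Atg2b (standard error 0.27, FDR 0.0168, edgeR). In HFD+Mino against HFD it was 3.11 for Lamp1 (standard error 0.28, FDR 0.000385, edgeR), 3.12 for Ppp2ca (standard error 0.27, FDR 0.000271, edgeR) and −1.51 for Atg2b (standard error 0.28, FDR 0.00785, edgeR).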

We speculate these findings suggest that beneficial effects of minocycline on HFD-induced metabolic dysfunction may be regulated, at least in part, via selective reductions in PVN neuroinflammatory processes. Although not tested here, minocycline has been suggested to modulate high fat diet outcomes via alteration of the gut microbiome (Hasebe et al., 2019; Leigh et al., 2020; Vaughn et al., 2017), which has also been shown to alter neuroinflammatory signaling (Haase et al., 2020; Rea et al., 2016; Rutsch et al., 2020).

Accumulating data support that inflammatory responses, including microglial activation, impact hypothalamic circuits controlling energy homeostasis and that the inflammatory activation state of microglia controls hypothalamic immune responses to HFD and regulates the susceptibility to obesity (Thaler et al., 2010). The precise mechanisms by which microglial activation influence energy balance are still under investigation but may include reduced leptin sensitivity as well as interactions with the sympathetic nervous system to impair adipose thermogenesis. Consistent with this concept, previous studies have also shown that microglial inhibition with minocycline reduces food consumption in HFD-fed rats (Vaughn et al., 2017). Genetic or pharmacologic depletion of microglia also resulted in a reduction in body mass and food intake in HFD-fed mice (Valdearcos et al., 2017). These previous studies contrast our finding of no differences in food intake with minocycline in HFD mice. These disparate findings could reflect differences in species (mice versus rats), length of HFD exposures (12 weeks versus 1–3 weeks), and methods to deplete microglia (oral versus intraperitoneal minocycline, transgenic deletion of microglial IKKB versus colony stimulating factor 1 receptor inhibition). Of note, these prior studies did not assess the impact of minocycline on measures of glucose homeostasis.

Together, it is possible that minocycline treatment may alter HFD consumption due to altered taste properties or alterations in brain pathways regulating food intake in these previous studies. Such reductions in food intake in previous studies would result in body mass reductions, which in itself may improve metabolic dysfunction. Our finding for reduced body weight in the absence of changes in food intake is suggestive of increases in energy expenditure, which could encompass changes in resting metabolic rate, thermic effects of food, or locomotor activity; however, energy expenditure was not measured in the current study and will need to be assessed in future studies. Minocycline given orally in rodents could also potentially alter water intake, however, we found no difference in grams of water consumed between HFD and HFD+Mino groups in the current study. Together, our findings suggest minocycline treatment did not produce taste aversions or alter food or water intake regulation and that the ability of minocycline to improve insulin sensitivity and weight gain is associated with reductions in PVN neuroinflammation. This is possible as the PVN controls autonomic projections regulating pancreatic insulin secretion, peripheral glucose uptake, and hepatic glucose flux (Hill, 2012).

HFD is known to promote inflammation in both peripheral and central tissues. In particular, HFD-induced inflammation in the hypothalamus has been extensively studied in the context of food consumption, energy expenditure, insulin and glucose homeostasis and regulates susceptibility to obesity (Thaler et al., 2012, 2010; Valdearcos et al., 2017, 2015). However, to our knowledge, this work is the first to examine how pharmacologic manipulation with an FDA-approved drug with anti-inflammation properties may impact both peripheral and central inflammation and modulate glucose homeostasis. As mentioned above, in this study, we found selective effects on inflammation in the PVN, but we did not observe a change in the number of reactive microglia in the ARC or central amygdala. As this is a targeted study, we did not assess additional brain regions or other hypothalamic subregions that are involved in insulin and glucose homeostasis and cannot rule out the possibility that microglial activation may be altered in brain regions not tested. While HFD resulted in increased proinflammatory makers in white visceral and brown adipose tissue in this study, minocycline did not impact these markers of peripheral inflammation. This is consistent with a previous study showing that minocycline can reduce inflammatory gene expression in the hippocampus without impacting white adipose inflammatory signaling in a high-fat, high-sugar cafeteria diet model in rats (Leigh et al., 2020), again suggesting some central selectivity for minocycline. We did not, however, assess for inflammation markers in other peripheral tissues that are involved in energy balance and glucose homeostasis and known to become inflamed with HFD, such as liver.

Previous work indicates that both short-term and long-term HFD exposure induces hypothalamic inflammation in animal models, typically in the ARC (Benani et al., 2012; Cai and Liu, 2011; Waise et al., 2015; Yi et al., 2012). This is marked by a rapid increase in hypothalamic microglia cells, which are thought to be critical regulators of susceptibility of diet-induced obesity (Valdearcos et al., 2017). Previous studies show an increase in neuroinflammation and gliosis in the ARC following only a few days of HFD exposure; however, this acute response temporarily recedes before returning following chronic HFD exposure (Thaler et al., 2012). Other studies report an increase in microglia immunoreactivity in the ARC following 16 weeks of HFD (Yi et al., 2012). It is possible that the 12-week period of HFD used in this study may be in the time window of lessened microglia reactivity in the ARC that may revert to a more reactive state if a longer HFD exposure period was used. One limitation of this study is the focus on microglia reactivity as a marker of neuroinflammation, without examining other inflammatory markers such as astrocyte activity or cytokine levels. While this could be addressed in future studies, minocycline has been shown to be selective for microglia activation and does not directly target astrocytes. Thus, any effects of potential effect of minocycline on astrocyte activity in our study would likely be secondary to microglia effects.

The data here show increases in reactive microglia and upregulation of gene networks related to autophagy in the PVN of the hypothalamus. 

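Over the 129 tested genes of the autophagy list, the median log2 fold change of HFD against Control was −0.07, with 59 genes positive. No change of the list as a whole was detected (camera set test with a preset correlation of 0.01, adjusted p = 0.798 over 58 tests). Its range was from −4.87 in Dapk3 to 2.25. In HFD+Mino against HFD the median was −0.14, with 59 genes positive (camera, adjusted p = 0.603). With the trend of each sample on gene length removed, the latter median was 0.11, and without HFD replicate 1 the former was 0.0032. Neither comparison was called under fry or under camera with an estimated correlation. Enrichment of the HFD-higher genes by themselves gave a ratio of 2.54 for the list (one-sided Fisher's exact test, p = 0.115), and of the HFD-lower genes by themselves 3.84 (p = 0.00486). These ratios rest on 3 HFD-higher and 6 HFD-lower genes of the list. The numbers were 19 and 13 with DESeq2, 20 and 12 with edgeR's likelihood ratio test and also at an FDR under 0.05, and 21 and 16 without HFD+Mino replicate 3. They were 22 and 12 with the replicate number as a block in Control and HFD+Mino alone, an alternative chosen after seeing the data. Other settings gave more HFD-lower than HFD-higher genes of the list. The numbers were 0 and 7 with the gene length trend removed, and 0 and 8 with the replicate block as well. With the block in Control and HFD+Mino alone and the length trend removed, also chosen after seeing the data, they were 8 and 15. They were 0 and 4 without Control replicate 2 and 0 and 5 without HFD+Mino replicate 1.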

The PVN is an important hypothalamic subregion that relays ARC signaling to downstream effector regions that regulate autonomic and peripheral nervous system signaling to modulate end organ function. Signals from anorexigenic neurons in the PVN have been shown to decrease satiety and increase food intake, thus contributing to the development of obesity and diabetes (Rahman et al., 2018). Additionally, signaling in this region modulates food intake, energy expenditure, insulin secretion, and glucose metabolism (Long et al., 2015; Rahman et al., 2018; Ma et al., 2020), however no differences in food intake by minocycline were noted in our experiments. 

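Between HFD and Control, 12 of the 20 insulin signaling genes had a positive log2 fold change, with a median of 0.44 over the list (camera set test, adjusted p = 0.798). The gene called at an FDR under 0.01 was Hras, with a log2 fold change of −2.99 (standard error 0.24, FDR 0.000142 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Akt1 was at −2.42 (standard error 0.50, FDR 0.0178, edgeR) and Pdpk1 at 0.88 (FDR 0.0260, edgeR). Pik3r3, at 0.64, had an FDR of 0.15 from the same edgeR test. All 3 HFD samples lay below all 3 Control samples in Hras and in Akt1, a separation that chance gives in 10% of genes.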

Our RNAseq data also suggest that HFD modulates genes regulating insulin signaling in the PVN. We did not verify RNAseq data via PCR, which is a potential limitation of these studies. Emerging research, however, supports the concept that RNAseq results are robust and do not require independent verification as there is a high level of consistency between RNAseq and PCR approaches (Everaert et al., 2017; Coenye, 2021). Overall, our findings suggest the PVN may be an important mediator of HFD-induced inflammation effects on metabolic function, which may be targeted by future therapeutics.

In conclusion, the results from the present study suggest a potential beneficial effect of minocycline on HFD-induced weight gain and insulin resistance via a reduction in inflammatory processes, in this case inflammation in the hypothalamic PVN, independent of food intake. It is important to note these studies were conducted in male mice and sex differences were not explored. While our previous work showed that female mice develop a similar obese phenotype as males in response to HFD (White et al., 2019), whether sex differences exist in terms of hypothalamic neuroinflammatory pathways or responses to minocycline treatment in obesity remain unclear and need to be examined in future studies. Additionally, since younger mice were used in these studies, further work will be needed to determine if aging may also similarly impact neuroinflammation in brain regions related to insulin and glucose homeostasis, and if minocycline may help alleviate age related deficits-with and without obesity as a contributing factor.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE198437.

How the deposited data were processed for this re-analysis (not part of the article)

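Bulk RNA sequencing counts from PVN punches of 9 male mice were analysed, with 3 mice in each of the Control, HFD and HFD+Mino groups. The sample labels give group and replicate for every sample, and replicates are numbered here as in the sample titles, while the count table numbers the HFD samples from 3 to 5. The authors' table holds the number of reads that featureCounts assigned to each gene after alignment to mm10 with HISAT2, a count that the authors deposited without normalization. Values were whole numbers in all 9 columns, and 0 columns were left unused. The table lists 27179 genes by Entrez identifier, 2154 of them without a count in any sample. A symbol is missing for 958 genes, which held between 0.0785% and 0.0932% of a sample's counts. Whether reads were counted by strand, and how reads with several positions were treated, is not named in the paper's text. Positions were taken from the RefSeq annotation of GRCm38.p6 for 25275 genes, and exon length and GC content from GENCODE release M21 for 21572 genes. GC content and the GC-richest stretch were those of the longest annotated transcript of each gene.

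Total counts were 42326213, 33955830 and 30555331 in Control replicates 1 to 3, 17728590, 33485024 and 39916355 in HFD replicates 1 to 3, and 34935469, 30642381 and 34698461 in HFD+Mino replicates 1 to 3. Between 19265 and 22451 genes had at least 1 count in a sample. The mitochondrial genome took from 1.21% to 6.21% of the counts. Reads carry no molecular identifiers, so they are not independent molecules, and the precision of each value was taken from the spread between mice and not from counting error. Within each group the pairs of replicates differed by more than counting noise (chi-square per degree of freedom from 22.0 to 337).

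Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, library sizes were scaled by TMM, and a quasi-likelihood model with the groups as its terms was fitted to all 9 samples together, because 3 samples per group give little information on the spread by themselves. The 3-way test, the 3 comparisons in pairs and their thresholds are given with the results. CPM values use TMM-scaled library sizes, and SDs are over the 3 mice of a group. Enrichment used Fisher's exact test, one-sided, with scipy 1.17.1 or R, against all tested genes. Set tests used camera of limma 3.58.1 with a preset correlation of 0.01 for 29 lists in each of 2 comparisons, adjusted by Benjamini-Hochberg over 58 tests, with fry and camera with an estimated correlation beside it. Tables were prepared with pandas 2.3.3 in Python 3.11.15. The gene lists were written from general knowledge. They cover the autophagy pathway and its core machinery, the insulin signaling families the paper names, vasopressin-regulated water reabsorption, and cell types, neighbouring regions and cell processes. The code was tested on simulated data before it was run on the counts.

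The test, filter, thresholds, gene lists, alternatives and the rule for naming genes were set before the data were examined. That rule names the insulin signaling genes, some of which are not reported here, and the 5 highest and 5 lowest 3-way genes whose HFD samples lie beyond all others. It also names the 3 largest rises and falls of each comparison, the called autophagy genes, the 4 cytokines that the study measured in adipose tissue, Aif1, the first 3 genes of each sheet of Supplementary Table S1, and Ddx3y and Xist. Avp, Oxt, Mia, Pmch and Mbp fall outside it and were chosen after their values were seen.

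The alternatives were DESeq2 1.42.0 with its size factors, edgeR's likelihood ratio test, RLE size factors, no filter on low counts, a mean count of at least 50, Rn45s and the mitochondrial genome left out, the replicate number as a block, and a smooth trend of each sample on gene length or on GC content removed. Further alternatives were an FDR under 0.05, no fold threshold, a contrast of HFD with the mean of the other groups, models of 6 samples, and each sample left out in turn. Samples of Control and HFD+Mino with the same number deviated together, with correlations of their deviations from the group means of 0.135, 0.163 and 0.292. This pairing comes from the counts alone, since neither the paper nor the labels name a shared litter, batch or day. The result was also checked with all libraries thinned to 17728590 counts and with the samples regrouped. A likelihood ratio test without a filter on low counts, the trend on the GC-richest 100 nt of a transcript, random lists matched on that stretch, and the replicate number as a block in Control and HFD+Mino alone were added after seeing the data. The deposited counts hold no data on body weight, immunohistochemistry, qPCR or metabolism, and those experiments were not analysed here. KEGG's own gene lists were not used here.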

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

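The tests of sequencing depth, of reads shared between Avp and Oxt, and of minocycline treatment were chosen after these values had been seen.

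In the HFD+Mino group, Avp, Oxt and Mia were far above the Control samples, in genes the paper does not discuss for the PVN. Among 592 genes of the gene lists, these were the genes that reached at least 10 CPM and more than 5 times the highest Control sample in at least 2 samples of a treated group. Avp, which encodes vasopressin (chromosome 2 of GRCm38, 130580620 to 130582588), was at 28049 CPM in HFD+Mino replicate 1, 22180 in replicate 2 and 1218 in replicate 3. It was at 589.5, 1487 and 1984 CPM in HFD and at 0.149, 157 and 990.3 CPM in Control. Oxt, which encodes oxytocin (chromosome 2, 130574519 to 130577054), was at 8907, 8696 and 1358 CPM in HFD+Mino, 1402, 1364 and 1409 in HFD, and 0.770, 427 and 1192 in Control. Mia (chromosome 7, 27179741 to 27181149), a gene on the list of ependymal markers, was at 73.4, 98.8 and 37.6 CPM in HFD+Mino, 28.5, 20.2 and 15.4 in HFD, and 0.696, 12.8 and 11.9 in Control. In HFD+Mino against HFD the log2 fold change was 3.66 for Avp (standard error 1.71, FDR 0.128), 2.18 for Oxt (standard error 1.36, FDR 0.247) and 1.71 for Mia (standard error 0.73, FDR 0.101), so none passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Against Control the FDR was 0.15 for Avp, 0.195 for Oxt and 0.132 for Mia (edgeR).

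Sequencing depth is argued against, since the larger of the total counts of HFD+Mino replicates 1 and 2 was 1.01 times that of replicate 3, in which Avp and Oxt were not raised. Reads shared between Avp and Oxt, whose transcripts have an identical stretch of 127 nt, are argued against as the source of the Avp counts, because Avp exceeded Oxt by a ratio of at least 2.55 in both samples. Position of the tissue punch stays open. The 52 other markers of hypothalamic and neighbouring regions had a median within-group SD of 1.09 on the log2 scale, beyond all of 10000 random lists matched on expression (percentile 100, random median 0.446, random maximum 0.620, permutation p = 0.0001, the smallest they can give). That is consistent with punches that took in different parts of the hypothalamus, with more of the vasopressin and oxytocin neurons in HFD+Mino replicates 1 and 2 and almost none in Control replicate 1. A contribution of minocycline also stays open. Of the 3 HFD+Mino samples, 2 stood above all 6 others in Avp and Oxt and all 3 in Mia, so that for the neuropeptides the question rests on a single sample, replicate 3, and the position of the punch and minocycline cannot be told apart for these genes.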

How the results depend on the processing

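A likelihood ratio test without a filter, the trend on the GC-richest stretch, the lists matched on it and the replicate block in Control and HFD+Mino alone are tests that were chosen after seeing the data. All other alternatives were fixed beforehand.

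With DESeq2 the 3-way HFD-higher genes numbered 1135 and the HFD-lower genes 1231. HFD against Control gave 1198, HFD+Mino against HFD 3992, HFD+Mino against Control 276 and the genes called opposite ways 890. The insulin signaling genes numbered 8, or 11 adjusted over the list alone, and the overlap with the study's table was 1604. In the same order, edgeR's likelihood ratio test gave 1081, 1153, 966, 3314, 106, 703, 8, 11 and 1593. An FDR under 0.05 gave 1105, 1153, 1001 and 4757 genes, 845 called opposite ways, 8 insulin signaling genes, 15 adjusted over the list alone and an overlap of 1577. A looser threshold calls more genes by construction. Without a filter on low counts, with 25025 genes tested, the counts were 548, 751, 481, 1905 and 1, with 357 called opposite ways, 6 insulin signaling genes, an overlap of 1088 and 12 of the set tests called. The likelihood ratio test without a filter gave 878, 1072, 748, 2624 and 71, with 531 called opposite ways, 8 insulin signaling genes and an overlap of 1613. Apart from the looser FDR, the cause was not tested. All 369 genes were among those of DESeq2, of the likelihood ratio test and of the FDR under 0.05, in the same direction, and 368 among those without a filter. In simulated counts 80 of 95 genes called by the likelihood ratio test and 79 of 92 called by DESeq2 had been changed, against 57 of 59 for the quasi-likelihood test.

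Removing the gene length trend left 85 HFD-higher genes, 1 insulin signaling gene, 4 adjusted over the list alone, and 13 set tests. Of the 369 genes 265 kept their call, 72 of the 159 HFD-higher and 193 of the 210 HFD-lower. The share of HFD-higher genes fell from 43.1% to 21.8%, while the HFD-lower genes rose from 210 to 305. Removing the GC trend gave 294, 360, 516 and 1464 genes, 395 called opposite ways, 6 insulin signaling genes and an overlap of 625. The trend on the GC-richest stretch raised the genes higher in HFD+Mino against HFD from 344 to 524 and changed no other count by more than 1.5 times, and 261 of the 369 genes kept their call. The share of genes higher in HFD against Control rose from 18.2% to 29.1% and in HFD+Mino against HFD from 47.8% to 60.2%. In the latter comparison it was 58.4% without a filter and 73.9% with the length trend removed. The length setting gave 373 higher and 132 lower genes there, against 344 and 375 in the main setting. The replicate block gave 264 HFD-higher genes, 54.1% of the 3-way genes, and 1369 genes between HFD+Mino and HFD. In pairs that include HFD, the deviations of samples with the same number correlated between −0.152 and −0.00624, so this block joins HFD samples to others that they do not pair with. The block with the length trend removed left 72 HFD-higher genes, 22.3% of the 3-way genes, and 10 set tests. The contrast of HFD with the mean of the other groups gave 488 and 352 genes, and models of 6 samples gave 617 genes for HFD against Control and 406 for HFD+Mino against HFD. The share of genes higher in HFD against Control was 47.2% with DESeq2, 42.8% with the likelihood ratio test and 44.5% at an FDR under 0.05. In each of these the cause was not tested. With a mean count of at least 50, the HFD-higher genes of the autophagy list went from 3 to 5. RLE size factors, this mean count, Rn45s and the mitochondrial genome left out and no fold threshold changed no other count by more than 1.5 times.

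The replicate block in Control and HFD+Mino alone, the 2 groups in which same-numbered samples deviated together, gave 1346 HFD-higher genes, 59.0% of the 3-way genes, and 937 HFD-lower genes. It gave 1078 genes between HFD and Control, 53.9% of them higher, 4441 between HFD+Mino and HFD, and 551 between HFD+Mino and Control, 84.4% of them higher. The genes called opposite ways numbered 898, the insulin signaling genes 11, or 13 adjusted over the list alone, and the overlap 1497, and 368 of the 369 genes kept their call. With the length trend removed as well, the counts in the same order were 606, 923, 904, 2817, 8, 702, 7, 8 and 922, with 330 genes kept, 37.1% of the genes between HFD and Control and 64.1% of those between HFD+Mino and HFD higher, and 10 set tests called. Of the 6 ways to pair Control with HFD+Mino samples, pairing by number gave the highest counts, and the others gave from 0 to 98 genes between HFD+Mino and Control and from 172 to 2023 3-way genes. With 6 ways, chance is not excluded as the source of that rank.

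The autophagy ratio of 3.28 was 1.82 with DESeq2, 1.93 with the likelihood ratio test, 1.91 at an FDR under 0.05, and 2.00 with the block in Control and HFD+Mino alone (2.02 with the length trend removed as well). It was 1.15 for the core machinery, and 1.78 against lists matched also on the GC-richest stretch, no longer past the threshold in these 2, and it kept its side under the other alternatives apart from leaving out HFD replicate 3. The median of the autophagy list in HFD+Mino against HFD, −0.14, was 0.11 with the length trend removed, 0.040 with the block as well and 0.075 with the block in Control and HFD+Mino alone and the length trend removed. In this last setting the calls of oxidative phosphorylation were lost in both comparisons (−0.22 and 0.47), as was that of oligodendrocyte genes in HFD against Control (−1.39), and PVN neuroendocrine genes were called in HFD against Control (1.50, adjusted p = 0.0121). In the main setting the PVN neuroendocrine list was not called there (0.75, camera, adjusted p = 0.0665). It was called under 3 alternatives fixed beforehand: no filter, the length trend removed, and the replicate block with the length trend removed. It was also called in 2 of the 9 fits that each left out a replicate. Of the set tests, 6 were called in the main setting, 3 under fry and 0 with an estimated correlation, where 1 of 58 had an unadjusted p under 0.05 (nuclear long noncoding RNAs in HFD against Control, 0.0337).

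Across the 9 fits that each left out one replicate, the HFD-higher genes ran from 0 to 1108, the HFD-lower genes from 3 to 1288, HFD against Control from 59 to 550, HFD+Mino against HFD from 29 to 3815, HFD+Mino against Control from 0 to 1120 (3697 genes had an unadjusted p under 0.05 with all samples) and the genes called opposite ways from 26 to 335. The insulin signaling genes ran from 0 to 11, from 1 to 11 adjusted over the list alone, the overlap with the study's table from 3 to 1418, the autophagy ratio from 0 to 40.9, its median in HFD against Control from −0.12 to 0.0032 and in HFD+Mino against HFD from −0.26 to −0.08, and the set tests called from 5 to 7. The highest counts came without HFD+Mino replicate 3, and the fewest HFD-lower and insulin signaling genes and the lowest ratio without HFD replicate 3. Leaving out a sample leaves 2 in its group, which by itself lowers what the test can call, but the rise without HFD+Mino replicate 3 has the opposite sign.

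The sign reversed for Il6 (0.078 with the block and the length trend removed, 0.71 with the block in Control and HFD+Mino alone and 0.84 with the length trend removed as well, 1.49 without HFD+Mino replicate 2, from −2.62 to 1.49 across the 9 fits) and Mras (0.30 with the GC-richest stretch trend removed). It reversed for the microglia list in HFD against Control (0.051 with the length trend removed, 0.084 with the block as well, 0.079 with the block in Control and HFD+Mino alone and the length trend removed, 0.12 without Control replicate 1, from −0.32 to 0.12 across the 9 fits) and in HFD+Mino against HFD (−0.024, −0.051 and −0.039 in the same 3 settings), and for the microglial activation list in HFD against Control (0.049 with the block and length trend, 0.061 with the block in Control and HFD+Mino alone and the length trend removed, 0.17 without Control replicate 1, from −0.56 to 0.17 across the 9 fits). In HFD+Mino against HFD the ependymal list reversed to −0.0070 with the block and length trend and the oligodendrocyte list to 0.044 without HFD replicate 2, from −0.77 to 0.044 across the 9 fits. None of these passed a threshold in any of the settings named. For single genes under the alternatives fixed beforehand, 483 values kept their direction and side, 43 became stronger and 10 weaker. For lists it was 60, 3 and 15. With a sample left out it was 320, 13 and 71 for genes and 117, 2 and 4 for lists.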

Differences from the paper's values

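The likelihood ratio test without a filter and the replicate block in Control and HFD+Mino alone are the tests here that were chosen after the results had been seen. The main values come from edgeR's quasi-likelihood test with its filter on low counts, choices that the paper's text leaves open. In Supplementary Table S1, the ratio of FDR to p at the top corresponds to a test of many more genes than a filter would keep. For that reason the fit without a filter was among the alternatives, while the test within edgeR stays open.

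The paper reports 839 upregulated transcripts against 159 HFD-higher genes here. Of the alternatives set before the data were examined, DESeq2 (1135), edgeR's likelihood ratio test (1081), an FDR under 0.05 (1105) and leaving out HFD+Mino replicate 3 (1108) came within 1.5 times the paper's count, and the others did not. The paper reports 797 downregulated transcripts against 210 HFD-lower genes here. The likelihood ratio test (1153), no filter on low counts (751) and an FDR under 0.05 (1153) came within 1.5 times, and the others, DESeq2 among them (1231), did not. Together the paper reports 1636 transcripts against 369 here. DESeq2 (2366), the likelihood ratio test (2234), no filter (1299), an FDR under 0.05 (2258) and leaving out HFD+Mino replicate 3 (2396) came within 1.5 times, and the others did not. The likelihood ratio test without a filter, which was chosen after seeing the values, gave 878 and 1072 genes. The block in Control and HFD+Mino alone, also chosen after seeing the values, gave 937 HFD-lower genes and 2283 genes together, and 606 and 923 genes with the gene length trend removed as well.

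The paper reports 31 autophagy genes among its transcripts against 9 here. DESeq2, the likelihood ratio test and an FDR under 0.05 gave 32 each, no filter gave 25 and leaving out HFD+Mino replicate 3 gave 37, and the other alternatives did not come within 1.5 times. Without a filter the likelihood ratio test gave 29, and the block in Control and HFD+Mino alone 34, or 23 with the length trend removed, all chosen after seeing the values. The paper's enrichment ratio for autophagy is 3.0 against 3.28 here, and with those counts of 32 genes it was 1.82 with DESeq2, 1.93 with the likelihood ratio test and 1.91 at an FDR under 0.05, more than 1.5 times below the paper's. The paper's enrichment p for autophagy is 1.3e-8 against 0.00177 here, and no filter on low counts was the alternative set before the data were examined that came within 1.5 times (1.43e-08). The paper's ratio for vasopressin-regulated water reabsorption is about 4.0 in Figure 7C, read by eye, against 2.29 here. Leaving out the filter (3.14), Control replicate 1 (2.79), HFD+Mino replicate 1 (3.15) or HFD+Mino replicate 2 (3.52) came within 1.5 times, and the other alternatives set beforehand did not. It was 2.98 by the likelihood ratio test without a filter, chosen after seeing the values. The gene lists behind these values were written from general knowledge and can differ from the KEGG lists that the paper used.

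The paper ranks vasopressin-regulated water reabsorption above autophagy by enrichment ratio, whereas here the ratio was 2.29 for the former and 3.28 for the latter. The likelihood ratio test (2.08 against 1.93) and an FDR under 0.05 (2.06 against 1.91) gave the paper's order, and the other alternatives set beforehand did not. That order also came from the likelihood ratio test without a filter, chosen after seeing the values (2.98 against 2.84). The paper describes gene networks for autophagy as upregulated, whereas here 6 of the 9 called genes were HFD-lower and the median log2 fold change of the list in HFD against Control was −0.07. Of the 29 genes of the list in Supplementary Table S1 at 1.5-fold, 17 are higher in HFD. More HFD-higher than HFD-lower genes of the list were called with DESeq2 (19 of 32), the likelihood ratio test (20 of 32), an FDR under 0.05 (20 of 32), no filter (13 of 25) and the contrast of HFD with the mean of the other groups (10 of 18), and without Control replicate 3 (8 of 14) or HFD+Mino replicate 3 (21 of 37), but not under the other alternatives set beforehand. The same held for the likelihood ratio test without a filter (17 of 29) and the block in Control and HFD+Mino alone (22 of 34), both chosen after seeing the values. It did not hold for that block with the gene length trend removed as well (8 of 23), also chosen after seeing the values. The paper counts AKT, PDK1 and further RAS and PI3K genes among those changed by HFD. Here Akt1 (FDR 0.0223), Pdpk1 (0.0119), Rras (0.0139) and Pik3r4 (0.0379) did not pass the FDR of 0.01 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each of these 4 was called with DESeq2, with the likelihood ratio test, at an FDR under 0.05 and without HFD+Mino replicate 3, and also by the likelihood ratio test without a filter and with the block in Control and HFD+Mino alone, both chosen after seeing the values. No filter on low counts called Akt1 and Rras, the GC trend removed called Akt1 and Pdpk1, and the replicate block called Rras. The replicate block with the gene length trend removed called Akt1. A mean count of at least 50 and leaving out HFD+Mino replicate 2 called Pdpk1, and the contrast of HFD with the mean of the other groups called Pdpk1 and Rras.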

Other observations

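The tests of a few genes taking most of the counts, of a GC-rich stretch in the listed autophagy genes, of mislabelled samples and of the oxidative phosphorylation list in splits of HFD and Control were chosen after the results had been seen.

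Other splits of the samples show how the counts compare with chance. The 9 samples can be parted into 3 groups of 3 in 840 ways when 1 group stands for HFD. Of 100 splits drawn from these, 1 gave at least 369 3-way genes, the real one, and the largest count among the others was 95 (median 0). For genes called opposite ways it was also 1 of 100, with 226 in the real split and at most 112 in the others. For the autophagy list it was 1 of 100 (9 genes against at most 4) and for the insulin signaling genes 1 of 100 (3 genes against at most 1). Of the 10 splits of the 6 samples of a pair of groups, 1 gave as many genes as the 302 between HFD and Control, 1 gave as many as the 719 between HFD+Mino and HFD, and all 10 gave the 0 genes found between HFD+Mino and Control, where 3697 genes had an unadjusted p under 0.05 (1120 passed without HFD+Mino replicate 3 and 551 with a replicate block in Control and HFD+Mino alone). With 10 splits this share cannot go below 0.1, so a chance difference between 2 groups is not excluded by it.

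Several technical explanations of the 369 3-way genes were tested. A trend on gene length as the whole cause is argued against by 265 genes that kept their call with the trend removed, although 72 of 159 HFD-higher genes did so and 193 of 210 HFD-lower genes. A trend on GC content is argued against by 353 genes that kept it, and a difference in depth by 351 that kept it when every library was thinned to 17728590 counts. A few genes taking most of the counts are argued against by their share, since the 43 genes that were among the 20 most abundant of any sample held from 8.61% to 16.4% of the counts, which could shift all other genes between samples by at most 0.128 on the log2 scale. Gene length still went with the differences. Across 15625 genes, which are not independent replicates, the Spearman correlation of the HFD distance from the mean of the groups with exon length was 0.451, and that of HFD+Mino against Control was −0.333. The correlation of each sample's deviation with exon length was 0.315, 0.355 and 0.450 in HFD replicates 1 to 3, −0.184, −0.101 and 0.306 in Control replicates 1 to 3, and −0.431, −0.266 and −0.242 in HFD+Mino replicates 1 to 3. A part of the HFD-higher calls may therefore come from differences in how well long transcripts were captured, as 85 HFD-higher genes were called with the trend removed against 159.

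Many of the HFD-lower genes had a GC-rich stretch. The median of the GC-richest 100 nt was 86% over 202 of these genes with a transcript sequence, against 73% in random lists matched to them on expression and exon length (range 70 to 76, permutation p = 0.0001, the smallest they can give), 76% in HFD-higher genes and 72% in genes not called. Of 997 genes with a stretch above 85%, 11.9% were HFD-lower, against 0.398% of 12577 genes with at most 80%, which are 50 of the HFD-lower genes. A smooth trend on this stretch as the whole cause is argued against by 158 of the 210 HFD-lower genes that kept their call with the trend removed, and across all genes the HFD distance had a correlation of 0.0576 with it. A loss limited to some GC-rich transcripts, for example in reverse transcription or amplification of the HFD samples, stays open as a candidate explanation. It was not tested by these 158 genes. The 50 genes had no such stretch in their longest annotated transcript, and their other transcripts were not examined, so they limit this explanation only in part. An effect of the diet on the HFD-lower genes also stays open, untested.

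For the autophagy list, expression and length of the listed genes are argued against as the cause of the 9 called genes, since the upper limit of the central range of random lists matched on them was 8. The GC-rich stretch in the listed genes stays open. Matching on it too, with 5 bins per property instead of 10, moved this limit to 10, so that the 9 genes lie within what such lists give. The coarser bins may account for part of that move. The count for autophagy is consistent with the GC-rich stretches of its genes, and an effect of the diet on the pathway stays open.

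The samples also differed within groups. HFD+Mino replicate 3 had a Pearson correlation across genes of 0.972 with Control replicate 2 and 0.97 with Control replicate 3, against 0.937 and 0.917 with HFD+Mino replicates 1 and 2, a comparison across genes that is not a test. The first component of a principal component analysis held 38.7% of the variance and the next 22.1%, and HFD+Mino replicates 1 and 2 stood at −94.8 and −106 on the first while replicate 3 stood at −0.317. Control replicate 1 had 18005 CPM of Mbp, a gene of myelin, against at most 4361 in any other sample, and 0.149 CPM of Avp. Pmch, a gene of the lateral hypothalamus, was at 391 and 2560 CPM in Control replicates 1 and 2 and at most 51.2 in the others. Its span, introns included, overlaps that of Parpbp by 977 nt. Oligodendrocyte markers had a median log2 fold change of −1.62 in HFD against Control, which was −0.20 without Control replicate 1. A mislabelled sample stays open for HFD+Mino replicate 3. Its mean correlation with the Control samples was 0.959, against 0.954 between the Control samples and 0.927 with the other HFD+Mino samples, as a Control sample would show. Of the 6 Control and HFD samples, 0 were closer to HFD+Mino replicates 1 and 2 than to their own group, so no counterpart of an exchange stood out among them. In the 1119 genes called between HFD+Mino and Control without it that were also tested with all samples, it was nearer to the other HFD+Mino samples in 54, with a median position of 0.165 between the Control mean at 0 and the mean of the others at 1. In the 3813 such genes between HFD+Mino and HFD, it was nearer to the other HFD+Mino samples in 1349. Its median position there was 0.391, with the HFD mean at 0 and the mean of the others at 1. It stood with the other HFD+Mino samples above all 6 samples of Control and HFD in Areg and Mia, but these genes were picked for their rise in HFD+Mino. A mislabelled sample and a treated mouse close to Control cannot be told apart by these values. Control replicate 3 was also slightly closer to another group, with a mean correlation of 0.958 with HFD against 0.954 with the other Control samples, and it stood at 37.1 on the first component, toward HFD (57.7 to 64.1). Here a mislabelled HFD sample is argued against, since in 237 of the 304 genes called between HFD and Control without it, it was nearer to Control. Counts that involve HFD+Mino depend on the doubtful sample, since without HFD+Mino replicate 3 the comparison of HFD+Mino with HFD gave 3815 genes instead of 719 and HFD+Mino against Control 1120 instead of 0. No biological explanation of these differences within groups was tested.

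Among 58 set tests, camera called 6. Oxidative phosphorylation genes fell in HFD against Control (median log2 fold change −0.45, 6 of 99 genes higher, adjusted p = 0.000319) and rose in HFD+Mino against HFD (1.41, 97 of 99 higher, adjusted p = 4.32e-14). Cytosolic ribosomal proteins rose in both (0.50, 82 of 85 higher, and 0.77, 84 of 85 higher, adjusted p = 1.28e-05 each). Ependymal genes rose (1.17, 8 of 8 higher, adjusted p = 0.00891) and oligodendrocyte genes fell (−1.62, 0 of 14 higher, adjusted p = 0.0172) in HFD against Control. None of the 6 was called under fry or with an estimated correlation. Fry called nuclear long noncoding RNAs in HFD against Control (−0.95, adjusted p = 0.00794) and in HFD+Mino against HFD (1.10, adjusted p = 0.00533), and oligodendrocyte precursors in HFD+Mino against HFD (−1.06, adjusted p = 0.0145). With the gene length trend removed, the oxidative phosphorylation list, HFD+Mino against HFD, stood at 0.49 (adjusted p 0.0141, over the alternatives fixed beforehand that kept all samples from 1.8e-19 to 0.952), and the ribosomal list in the same comparison at 0.14 (adjusted p = 1.73e-08), or at 0.072 with the replicate block as well, its call kept in both. Short transcripts may therefore account for part of both rises. Of the 10 splits of the 6 samples of a comparison, the real one included, a set test p as small as the real one came for oxidative phosphorylation in 3 in HFD+Mino against HFD and in 6 in HFD against Control, for ribosomal proteins in 4 and 6, and in HFD against Control for ependymal genes in 5 and for oligodendrocyte genes in 8. A chance difference between the samples is therefore not excluded for any of the 6. In HFD against Control the call of oxidative phosphorylation was lost with the length trend removed (−0.28) and without Control replicate 1 (−0.17), that of oligodendrocyte genes without Control replicate 1 (−0.20) or HFD replicate 1 (−1.31), and that of ribosomal proteins without Control replicate 3 (0.28).

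No list of microglial markers was called. Of 22 tested microglial genes and 22 tested genes of microglial activation 0 were called in the 3-way test, and 11 and 5 had an unadjusted p under 0.05. Their median log2 fold changes in HFD against Control were −0.11 and −0.25 (adjusted p = 0.877 and 0.854, camera) and in HFD+Mino against HFD 0.45 and 0.52 (adjusted p = 0.251 and 0.434), and without Control replicate 1 the medians in HFD against Control were 0.12 and 0.17. Aif1, which encodes Iba-1, was at 9.45 ± 5.17 CPM in Control, 6.75 ± 0.672 in HFD and 17.4 ± 7.73 in HFD+Mino (SD, n = 3 each), with an FDR of 0.0893 in edgeR's 3-way test. Its log2 fold change in HFD+Mino against HFD was 1.36 (standard error 0.45, FDR 0.0438, edgeR), which passes an FDR of 0.05 and not of 0.01. The rise rested mostly on HFD+Mino replicates 1 and 2, at 23.7 and 19.7 CPM. Replicate 3 was at 8.77 CPM, below the 14.9 of Control replicate 1. Over the alternatives fixed beforehand that kept all samples, its HFD distance from the mean of the groups ran from −0.68 to −0.20. Il6, whose span, introns included, overlaps that of A230098N10Rik by 6862 nt, had an FDR of 0.826 in edgeR's 3-way test with at most 1.04 CPM in any sample. Tnf, Il1b and Il10 had at most 7 counts in any sample and were not tested, so a difference in them was not detectable at this depth.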
